# Empagliflozin–pirfenidone dual therapy improves cardiac function and structure in a preclinical two-hit HFpEF model

**DOI:** 10.3389/fphar.2026.1781866

**Published:** 2026-06-03

**Authors:** Yuexin Yu, Yaping Xu, Jinfu Chen, Yao Yao, Yingtian Liu, Tan Huang, Shaolong Yang, King-Hwa Ling, Jacques P. Guyette, Bakiah Shaharuddin, Zhikun Guo, Jun Jie Tan

**Keywords:** cardiac fibrosis, dual therapy, empagliflozin, heart failure with preserved ejection fraction, pirfenidone, sodium–glucose co-transporter-2 inhibitor, compartmentalized synergy

## Abstract

**Background:**

Heart failure with preserved ejection fraction (HFpEF) accounts for more than half of heart failure cases and is associated with substantial morbidity and mortality. Although sodium–glucose cotransporter-2 inhibitors (SGLT2is) have shown efficacy in reducing HFpEF hospitalizations, the disease’s multi-pathway pathogenesis often limits the effectiveness of single-target interventions. This study examines whether the cardiovascular benefits of empagliflozin (EMPA) can be synergistically enhanced by co-administration with the targeted anti-fibrotic agent pirfenidone (PFD).

**Aims:**

We hypothesized that simultaneous modulation of metabolic stress and pro-fibrotic signaling would lead to synergistic structural and functional recovery in a severe HFpEF phenotype.

**Methods:**

HFpEF was induced in Sprague–Dawley rats (n = 16/group) using a two-hit model [NG-nitro-L-arginine methyl ester (L-NAME) and a high-fat diet (HFD)] over 5 weeks. The rats subsequently received daily oral EMPA (0.35 g/kg/d), PFD (0.3 g/kg/d), or combination therapy (EMPA + PFD) for 4 weeks. Treatment efficacy was evaluated via echocardiography, histopathology, and exercise tolerance testing. Further insights into the underlying transcriptional mechanisms were gained through RNA sequencing and semi-quantitative Western blotting. Bliss independence analysis was used to analyze pharmacological synergy.

**Results:**

Co-treatment with EMPA + PFD significantly enhanced diastolic indices, left ventricular ejection fraction (LVEF), fractional shortening (FS), and cardiac output (CO) compared with controls and monotherapy groups (p < 0.05). Histological analysis revealed reduced cardiomyocyte hypertrophy and lower collagen deposition, particularly in the endocardium. Although additive improvement in systemic hemodynamics was observed, EMPA + PFD co-treatment exerted compartmentalized synergy within the myocardium. The combination reversed cellular hypertrophy and deep fibrosis, restoring diastolic and systolic function (p < 0.05). Transcriptomic profiling revealed that local myocardial rescue was mediated by gene networks linked to protein kinase C-activating G-protein-coupled receptor signaling, which blocked the downstream PKC/NF-κB inflammatory pathway and transforming growth factor-beta (TGF-β)-driven fibrosis, thereby explaining the molecular basis of functional improvement.

**Conclusion:**

Dual therapy with EMPA and PFD achieves compartmentalized synergy, effectively eliminating cellular hypertrophy and deep fibrosis, thereby restoring cardiac mechanics. These findings provide mechanistic proof of concept that multi-axis metabolic and antifibrotic combinations can disrupt the complex pathological cycle of HFpEF.

## Highlights

- Co-administration of empagliflozin and pirfenidone synergistically targets metabolic and profibrotic axes in a two-hit HFpEF model.
- The combination exerts compartmentalized synergy, reversing cellular hypertrophy and fibrosis to restore cardiac mechanics.
- The synergistic benefits are driven by the simultaneous targeting of the PKC/NF-κB profibrotic cascade and metabolic/hemodynamic stress by EMPA + PFD.

## Introduction

Heart failure with preserved ejection fraction (HFpEF) is an emerging clinical health threat affecting more than half of all heart failure (HF) patients in the United States (Becher et al., 2022). The 2-year rate of hospitalization for HF or all-cause death is reported to be 35% in HFpEF, with a corresponding 2-year mortality rate of 14% (Lam et al., 2018). This imposes a significant socioeconomic burden on healthcare systems. Although patients with HFpEF have “preserved” systolic function (with an ejection fraction greater than 50%), the disease notably shares similar, if not worse, mortality and cumulative survival rates with heart failure with reduced ejection fraction (HFrEF) (Shahim et al., 2023). This limited survival benefit is reflected in most clinical trials evaluating therapeutic agents indicated for HFrEF, including statins, renin–angiotensin–aldosterone system inhibitors, angiotensin II receptor blockers, and mineralocorticoid antagonists (van de Bovenkamp et al., 2025). The persistent treatment gap underscores the urgent need to develop effective therapies specifically tailored for HFpEF.

Progressive cardiac fibrosis is predominant in HFpEF and is a key factor in the deterioration of diastolic reserve and worsening cardiac performance (Su et al., 2014). One study found that cardiac fibrosis was present in 93% of HFpEF patients, with a median left ventricular ejection fraction (LVEF) of 65% (Hahn et al., 2020). Accumulating data demonstrated a direct correlation between myocardial fibrosis burden and poor prognosis in HFpEF patients (Zhang et al., 2024). Given the increased risk of arrhythmias, hospitalization, and mortality, cardiac fibrosis can serve as a key marker for risk stratification and mortality prediction in HFpEF management.

Sodium–glucose co-transporter-2 inhibitors (SGLT2is) are established treatments for type 2 diabetes and chronic kidney disease, recognized for their efficacy in improving vascular resistance and fluid overload (Mayne et al., 2024). Beyond their metabolic benefits, recent clinical trials have demonstrated that SGLT2i can significantly reduce the risk of cardiovascular death or HF hospitalization in patients with an LVEF >40%, regardless of the diabetes status (Anker et al., 2021; Solomon et al., 2022; Wiviott et al., 2019). These findings have led to a Class 2a recommendation for SGLT2i in the treatment of HFpEF within the latest AHA/ACC guidelines (Heidenreich et al., 2022a). Although preclinical studies suggested that SGLT2is exert anti-fibrotic properties (Santos-Gallego et al., 2021; Mason et al., 2021; Yang et al., 2022; Lee et al., 2022), this has appeared modest in clinical settings, and its contribution to patient outcomes remains uncertain (Nicholls and Nerlekar, 2021). This observation is consistent with the lack of significant reductions in circulating cardiac fibrosis biomarker levels following SGLT2i therapy (Lebedev et al., 2021) despite the established correlation between these markers and both the extent of cardiac fibrosis and patient prognosis (Ibrahim et al., 2016). Hence, the antifibrotic effects of SGLT2i are likely non-canonical as SGLT2 receptors are minimally expressed in human cardiac tissue compared to SGLT1, indicating limited direct action on cardiomyocytes or fibroblasts (Mourad et al., 2025). Other proposed off-target effects, such as inhibition of sodium–hydrogen exchanger 1 (NHE1) in cardiomyocytes, remain unconfirmed in human HFpEF trials (Chen et al., 2024).

Pirfenidone (PFD) is a synthetic pyridine drug known for its inhibitory action on transforming growth factor β1, which underlies its anti-fibrotic properties. It is FDA-approved for treating idiopathic pulmonary fibrosis in humans, while accumulating preclinical evidence suggests its therapeutic potential in cardiac inflammation, hypertrophy, and fibrosis (Yamagami et al., 2015). These findings prompted the initiation of the PIROUETTE trial, a randomized, double-blinded, placebo-controlled Phase II trial assessing the efficacy and safety of PFD in patients with HFpEF over 52 weeks (Lewis et al., 2021). The trial demonstrated a significant reduction in myocardial extracellular volume and improved N-terminal pro-B-type natriuretic peptide (NT-proBNP) levels following PFD treatment, as well as significant improvements in LVEF and global longitudinal strain.

We demonstrated that co-treatment with empagliflozin (EMPA) and the antifibrotic agent pirfenidone provides an additive benefit over cardiac function and reversal of cardiac fibrosis in a two-hit HFpEF rat model.

## Methods

### Animal study

All animal experiments and protocols were conducted in accordance with the NIH Guide for the Care and Use of Laboratory Animals and reviewed and approved by the Institutional Animal Care and Use Committee of Zhengzhou Seventh People’s Hospital, Henan, China (approval reference No: 2021–1203017). Twenty-four-week-old Sprague–Dawley rats (300–350 g) were housed in the Henan Key Laboratory of Cardiac Remodeling and Transplantation at the hospital for 1 week before the commencement of experiments. The animals were maintained under controlled conditions with a temperature range of 20 °C–25 °C, a humidity range of 50%–65%, and a 12-h light/dark cycle, with unrestricted access to food and water. HFpEF was induced in the rats using NG-nitro-L-arginine methyl ester (L-NAME, GA11233, GlpBio, 0.5 g/L, dissolved in drinking water, with pH adjusted to 7.4) and a high-fat diet (HFD, 60% kilocalories from lard, D12492, Teklad) for a duration of 5 weeks. Control rats were not administered L-NAME in their drinking water. HFpEF characteristics in the rats were confirmed after 5 weeks.

Subsequently, HFpEF rats were randomly assigned to receive daily oral doses of a supratherapeutic dose of EMPA (0.35 g/kg/day; Aladdin Scientific, Shanghai, China), PFD [0.3 g/kg/day (Yamazaki et al., 2012); Aladdin Scientific, Shanghai, China], or a combination of both. EMPA was suspended in phosphate-buffered saline (PBS) at 35 mg/mL, vortexed vigorously, and sonicated for 10 min immediately before oral gavage (10 mL/kg) to ensure uniform dispersion; dosing was completed within 15 min of preparation. HFpEF rats receiving PBS alone served as the vehicle control group. Each group comprised 16 rats with an equal sex distribution. Animals were euthanized at weeks 5 and 9 via carbon dioxide inhalation before organ harvesting for histochemical analysis or RNA sequencing.

### Kaplan–Meier survival curve analysis, log-rank test, and hazard ratios

Treated rats were observed, and survival was recorded over 4 weeks following HFpEF induction. Kaplan–Meier survival, Mantel–Cox log-rank test, and hazard ratios were calculated using Python 3.13 with lifelines and CoxPHFitter libraries, based on pooled male and female survival data from 64 rats (8 male and 8 female rats per group, across four treatment groups: Control, EMPA, PFD, and EMPA + PFD). Time-to-event data (days to death or censoring) and event status (1 = death; 0 = censored) were entered into a Cox proportional hazards regression model and analyzed using GraphPad Prism (version 10) to assess the effects of treatment, gender, and their interaction on survival. The model included Treatment (reference: Control), Gender (reference: Male), and Treatment × Gender interaction terms, with exact estimation to handle associations. Parameter estimates (β) and hazard ratios (HR = e^β) with 95% confidence intervals were calculated to quantify the impact of each predictor on the hazard rate. Model fit was evaluated using the log-likelihood ratio test, and the proportional hazards assumption was assessed via diagnostic plots. Due to high censoring (73.44%, 47/64 rats), individual Kaplan–Meier survival curves were generated to visualize differences in survival across groups. All analyses accounted for the study’s design, with significance set at p < 0.05.

### Echocardiography

Transthoracic echocardiography was performed at baseline (0 W), 5^th^ week (5 W), and 9^th^ week (9 W) under general anesthesia with 1%–2% isoflurane, using a high-frequency ultrasound system (Vevo 2100; MS-250 transducer; VisualSonics, Toronto, Ontario, Canada). The cardiac systolic function was measured from M-mode scans at the parasternal long-axis section and the parasternal short-axis section. Heart rate (HR), left ventricular ejection fraction (LVEF), fractional shortening (FS), stroke volume (SV), cardiac output (CO), and cardiac mass were also measured. The measurements of diastolic function were obtained from apical four-chamber views using pulsed-wave imaging at the level of the mitral valve, including peak Doppler blood inflow velocity across the mitral valve during early diastole (E), peak Doppler blood inflow velocity across the mitral valve during late diastole (A), isovolumic relaxation time (IVRT), and E-wave deceleration time (DT). Analyses were performed offline using Vevo Lab software (version 5.5) by a single, blinded investigator. All representative echocardiographic images were obtained from male rats as statistical analysis revealed no significant sex differences.

### Blood pressure measurement

Blood pressure was measured using the tail-cuff method using a blood pressure meter (Softron, BP-2010A Series). All rats were trained to short-term restraint using a small-animal restrainer at 37 °C. Data were acquired under steady-state conditions to ensure their comfort. Blood pressure values were derived from six repeated measurements, and the mean was calculated to represent the blood pressure at the time of measurement.

### Exercise test

A treadmill exercise exhaustion test was performed. Rats from all groups were trained to run uphill at 20° on the treadmill, starting with a warm-up speed of 5 m/min for 4 min, after which the speed was increased to 14 m/min for 2 min. The speed was increased by 2 m/min every subsequent 2 min until the rat was exhausted, as indicated by the rat’s inability to resume running within 10 s of direct contact with an electric-stimulus grid. The running time was recorded, and the running distance was calculated.

### Fasting and postprandial blood glucose levels

The fasting blood glucose level (mg/dL) was tested after an overnight fast of 10 h. The postprandial blood glucose level was measured 120 min after intraperitoneal injection of 50% glucose solution (2 g/kg). Both levels were measured using a glucometer (ONETOUCH Ultra Vue, Johnson and Johnson, Shanghai, China).

### Blood biochemical analysis

Complete blood counts from blood samples collected from the inferior vena cava were analyzed using a blood analyzer (BC-7500CRP, Mindray North America).

### Histology and analysis

The extent of cardiac myocyte hypertrophy in the left ventricle was evaluated using wheat germ agglutinin (WGA) staining to measure cardiomyocyte cross-sectional area (CSA). Frozen left ventricular tissues were sectioned at 6 μm using a cryotome, fixed with 4% paraformaldehyde for 15 min at 37 °C, washed three times with HBSS (without phenol red), and then incubated with FITC-conjugated WGA (5–20 μg/mL in HBSS, Maokangbio, MP6325) for 10 min at room temperature. Afterward, the sections were washed three times with HBSS to remove the unbound dye and counterstained with DAPI (1 μg/mL, Sigma-Aldrich, D9542) for 5 min to visualize the nuclei. Fluorescence images were captured using a confocal microscope (Olympus FV3000) at ×20 magnification. For each heart, 10–15 randomly selected fields were analyzed. The cardiomyocyte CSA was quantified using ImageJ software by tracing the WGA-stained membrane boundaries of myocytes with clearly visible nuclei. Approximately 100–150 myocytes per animal were measured, and the average CSA was calculated for each group. All analyses were performed by a blinded investigator.

Heart sections were also stained using the Modified Masson’s Trichrome Stain Kit (G1346, Beijing Solarbio Science and Technology). Cardiac fibrosis was analyzed by determining the collagen volume fraction (CVF) from 15 fields at ×20 magnification, and images were quantified using ImageJ software. The lung wet-to-dry weight ratio (LWDR) was calculated to assess pulmonary congestion. The ratio of left ventricular weight to tibial length was measured as the left ventricular weight index (LVWI), serving as a morphometric index of cardiac hypertrophy severity in rats. All representative histological images were obtained from male rats as statistical analysis revealed no significant sex differences.

### RNA sequencing (RNA-Seq)

The left ventricles of the male rats were harvested, and total RNA was isolated using TRIzol reagent. Samples were sent to Beijing Genome Institute (BGI, China) for processing and analysis. RNA quality was assessed using an Agilent 2100 bioanalyzer, and RNA quantification was performed using the NanoDrop 2000 Spectrophotometer System. The sequencing data were preprocessed on the public server of the Galaxy web platform (usegalaxy.org) (Afgan et al., 2018). Fastq files were read and trimmed using Trim Galore (Krueger, 2021) for adapter sequences and reads below the average Phred score of 20. FASTQC was used to quality-test individual samples (Andrews, 2010). Sequences from passed samples were mapped to the rn6 rat reference genome using the HISAT2 tool and generated the corresponding BAM files (Kim et al., 2015). The htseq-count software was used to count aligned reads in BAM files that overlap features in GFF files (Anders et al., 2015). We used iDEP.96, an integrated web application for differential gene expression and functional ontology analyses (Ge et al., 2018). A total of 2,000 most variable genes were included for hierarchical clustering based on the correlation (average linkage) method. A cut-off Z score of 4 was used. DESeq2 (idep ver 0.96) was used to determine the differential gene expression between two groups, with an FDR cut-off of 0.05 and a minimum fold-change of 2 (Love et al., 2014). Enrichment analysis of differentially expressed genes (DEGs) based on GO terms for biological processes was also performed. RNASeq data were uploaded to the Gene Expression Omnibus (GEO) database (GSE277623).

### Western blotting for PKC and NF-κB activation

Left ventricular tissue samples were homogenized in ice-cold RIPA lysis buffer (Beyotime, P0013B) supplemented with protease inhibitor cocktail (Roche, 04693159001) and phosphatase inhibitor cocktail (Roche, 04906845001). Homogenates were centrifuged at 12,000 × g for 15 min at 4 °C, and the supernatant was collected. Protein concentrations were determined using the BCA protein assay kit (Thermo Scientific, 23225). Equal amounts of proteins (30 μg per lane) were separated using 10% SDS-PAGE and transferred onto polyvinylidene difluoride (PVDF) membranes (Millipore, IPVH00010). Membranes were blocked with 5% non-fat milk in Tris-buffered saline containing 0.1% Tween-20 (TBST) for 1 h at room temperature, followed by overnight incubation at 4 °C with primary antibodies: rabbit anti-Phospho-PKC (pan) (βII Ser660) (1:5000, Selleck, G6B3), rabbit anti-Phospho-NF-κB p65 (Ser536) (1:5000, Selleck, M4C8), and rabbit anti-GAPDH (1:1000, Selleck, A19L10) as a loading control. After washing with TBST, the membranes were incubated with horseradish peroxidase (HRP)-conjugated secondary antibodies (goat anti-rabbit IgG, 1:1000, Cell Signaling Technology, 7074) for 1 h at room temperature. Protein bands were visualized using enhanced chemiluminescence (ECL) substrate (Millipore, WBKLS0500) and imaged using a ChemiDoc imaging system (Bio-Rad). Band intensities were quantified using ImageJ, and target protein expression levels were normalized to GAPDH. All experiments were performed in triplicate.

### Immunofluorescence staining for NF-κB p65 nuclear translocation

Frozen left ventricular tissue sections were fixed with 4% paraformaldehyde for 15 min at room temperature, permeabilized with 0.2% Triton X-100 in PBS for 10 min, and blocked with 5% normal goat serum in PBS for 1 h at room temperature. The sections were then incubated overnight at 4 °C with a mixture of primary antibodies: mouse anti-NF-κB p65 (NF-κB Activation, Nuclear Translocation Assay Kit, 1:100, Beyotime, SN371) and rabbit anti-cardiac troponin T (cTnT, 1:200, Abcam, ab8295) to identify cardiomyocytes. After three washes with PBS, the sections were incubated with a mixture of secondary antibodies: Cy3-conjugated goat anti-mouse IgG (1:500, Beyotime, A0521) for NF-κB p65 and Alexa Fluor 488-conjugated goat anti-rabbit IgG (1:500, Beyotime, A0408) for cTnT, for 1 h at room temperature in the dark. Nuclei were counterstained with DAPI (1 μg/mL, Sigma-Aldrich, D9542) for 5 min. Fluorescence images were captured using a confocal microscope (Olympus FV3000). For each heart, 10 randomly selected fields were analyzed. Nuclear translocation of NF-κB p65 was quantified specifically in cTnT-positive cardiomyocytes by measuring the ratio of nuclear to cytoplasmic fluorescence intensity using ImageJ software. At least 100 cardiomyocytes per animal were analyzed. A blinded investigator performed all image acquisition and quantification procedures.

### Statistical analysis

Data were primarily presented as mean ± SEM of pooled results from both male and female rats, unless significant gender effects were observed, in which case, results were displayed separately in dot plots. Distinct symbols were used to identify each data point for each sex. The study was not designed to evaluate sex as a primary biological variable; therefore, all survival- and gender-based analyses are regarded as exploratory. Distributions were inspected using the Shapiro–Wilk test, and variance homogeneity was assessed using Levene’s test (GraphPad Prism 10). For normally distributed data with homogeneous variances, two-way ANOVA was performed with factors such as Treatment (Untreated, EMPA, PFD, and EMPA + PFD) and Sex. *Post hoc* comparisons were adjusted using Tukey’s method. If interaction terms were significant, simple main effects were analyzed within each sex using one-way ANOVA or unpaired t-tests. For data violating parametric assumptions, nonparametric factorial analyses (Aligned Rank Transform) were performed in Python (v3.13).

For body weight, data analyses were conducted using Python (version 3.13), leveraging the pandas library for data manipulation and descriptive statistics, scipy.stats for normality (Shapiro–Wilk) and homogeneity of variance (Levene’s) tests, statsmodels for linear mixed-effects modeling (mixed LM with restricted maximum-likelihood estimation), and pingouin for *post hoc* repeated-measures ANOVA, pairwise t-tests with Bonferroni correction, Bayes factors, and Hedges’ g effect sizes. All tests were two-sided with α = 0.05; no multiple-comparison adjustments were applied beyond Bonferroni’s correction for pairwise tests. Assumptions were largely met, with minor violations noted but not altering model convergence.

### Pharmacological synergy analysis (Bliss independence model)

To evaluate pharmacological synergy between EMPA and PFD, we applied the Bliss independence model, which compares the observed combinatorial effect of the dual therapy against a theoretically predicted additive effect. The fractional effect for a given drug (*E*_drug_) was calculated using the following formula:

$$E_{Drug}=\frac{{Mean}_{Untreated}-{Mean}_{Treated}}{{Mean}_{Untreated}-{Mean}_{Control}}.$$

Next, the theoretical expected additive fractional effect (E_Expected_) of the combination therapy was calculated using the Bliss independence equation:

$$E_{Expected}=E_{EMPA}+E_{PFD}-\left(E_{EMPA}\;x\;E_{PFD}\right).$$

Synergy was confirmed if the observed combinatorial benefit was mathematically greater than the predicted additive effect, whereas an observed benefit equal to or less than the prediction was classified as strictly additive or sub-additive, respectively.

## Results

### The combination of a high-fat diet and L-NAME-induced pathological characteristics of HFpEF in rats

For this experiment, rats were fed with HFD + L-NAME for 5 consecutive weeks to produce HFpEF characteristics. No significant change in body weight following HFD + L-NAME treatment was observed at baseline (day 7; p = 0.104), nor was there a sex effect (p = 0.924) (Supplementary Figure S1A). However, a significant main effect of time emerged, with body weight increasing significantly on day 21 (p = 0.044), day 28 (p < 0.001), and day 35 (p < 0.001) relative to day 7. Significant HFD + L-NAME treatment × time interactions on day 21 (p = 0.019), day 28 (p < 0.001), and day 35 (p = 0.001) indicated that HFpEF subjects exhibited a steeper body weight increase over time compared to controls. *Post hoc* T-tests confirmed significant induction differences at all time points. Within-group repeated-measures ANOVAs revealed significant time effects for both Control (p < 0.0001) and HFpEF (p < 0.0001), with pairwise comparisons (Bonferroni-corrected) showing progressive weight increases (HFpEF day 7 vs. day 28, p < 0.0001).

Rats fed with HFD + L-NAME also developed an increase in systolic and diastolic blood pressure (p < 0.0001, Supplementary Figure S1B). These changes coincided with glucose intolerance, as evidenced by a significant increase in fasting and postprandial blood glucose levels (Supplementary Figure S1C) after 5 weeks compared with rats on normal chow diet (p < 0.0001). HFD + L-NAME also elevated the total white blood cell count (p < 0.002) (Supplementary Figure S1D). Furthermore, rats fed with HFD + L-NAME also demonstrated a significantly increased neutrophil:lymphocyte ratio (NLR), indicating systemic inflammation (Supplementary Figure S1E). Notably, the significant increase in the platelet-to-lymphocyte ratio (PLR) was affected by sex, as analyzed using two-way ANOVA (p < 0.015). Tukey’s multiple comparisons test showed that the increase in PLR was significant between male chow-fed and L-NAME + HFD-fed rats (p = 0.0036), whereas no difference was observed in female rats between the two groups.

To examine the heart function between the two groups, M-mode echocardiography was performed. From a parasternal long-axis view, impairment of left ventricular (LV) systolic function was evident in the HFD + L-NAME-treated group (Figure 1A). Heart function also worsened significantly, as shown by the decrease in LVEF (80%–70%, p < 0.0001), SV (230 µL–170 μL, p < 0.00011), CO (70 mL/min to 60 mL/min, p < 0.0004, Figure1B), and end-diastolic left ventricular posterior wall thickness (LVPWd, 2.09 mm–2.512 mm, Figure 1C). The decrease in fractional shortening was significantly lower in the male HFD + L-NAME-treated group as compared to the chow-treated groups, regardless of sex. It was also significantly lower compared to the female HFD + L-NAME-treated group (P < 0.009, Figure 1D).

**FIGURE 1:**
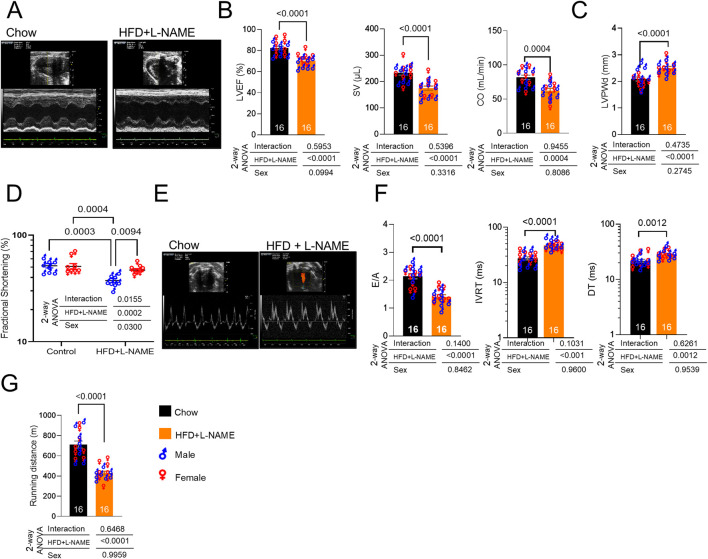
Induction of HFpEF in rats using a high-fat diet and L-NAME **(A)** Representative left ventricular M-mode echocardiographic images illustrating cardiac structure and function in control and HFpEF-induced rats following 5 weeks of L-NAME and high-fat diet administration. **(B)** Quantitative analysis of systolic function parameters, including left ventricular ejection fraction (LVEF), stroke volume (SV), and cardiac output (CO), demonstrating significant impairment in HFpEF rats (p < 0.005 versus Chow). **(C)** Increased left ventricle posterior wall diameter (LVPWd) observed in HFpEF rats. **(D)** Reduced fractional shortening (FS), predominantly in male rats subjected to HFD + L-NAME, indicating a sex-related difference (p < 0.003 versus control within male rats). **(E,F)** Diastolic function assessment via mitral Doppler echocardiography showing a significantly decreased E/A ratio, along with prolonged isovolumetric relaxation time (IVRT) and deceleration time (DT) in HFpEF rats (p < 0.005 versus chow). **(G)** Exercise tolerance, evaluated by treadmill running distance, is markedly reduced in HFpEF rats (p < 0.0001 versus Chow). Data are expressed as mean ± SEM, pooled from both sexes in the absence of sex-L-NAME interaction, as determined using two-way ANOVA with Tukey’s *post hoc* test; significance threshold set at p < 0.05.

Furthermore, mitral Doppler echocardiography (Figure 1D) was performed to confirm diastolic dysfunction, a hallmark of HFpEF. Compared to rats fed a standard chow diet (healthy control), HFD+L-NAME rats had a significantly lower E/A ratio (p < 0.0001), longer IVRT (p < 0.0001), and longer DT (p < 0.0012; Figures 1E,F). The reduced exercise tolerance of HFD+L-NAME rats, as measured by the running distance (Figure 1G), was consistent with their impaired heart function (p < 0.0001).

Gross histology revealed hypertrophic hearts in the HFD + L-NAME group, as evident by a significant increase in left ventricular mass (p < 0.0135) (Figure 2A), LVWI (p < 0.0001), and LWDR (p < 0.0001) (Figure 2B). This was supported by cross-sectional views of the hearts of HFD + L-NAME rats, which showed enlarged myocytes (Figure 2C) and increased collagen deposition in the subendocardial (P < 0.0001), mid-wall (p = 0.0003), and subepicardial layers (p < 0.0001) (Figure 2D). For subsequent experiments, we used 5-week-old HFD + L-NAME rats as the disease model (hereafter referred to as HFpEF).

**FIGURE 2:**
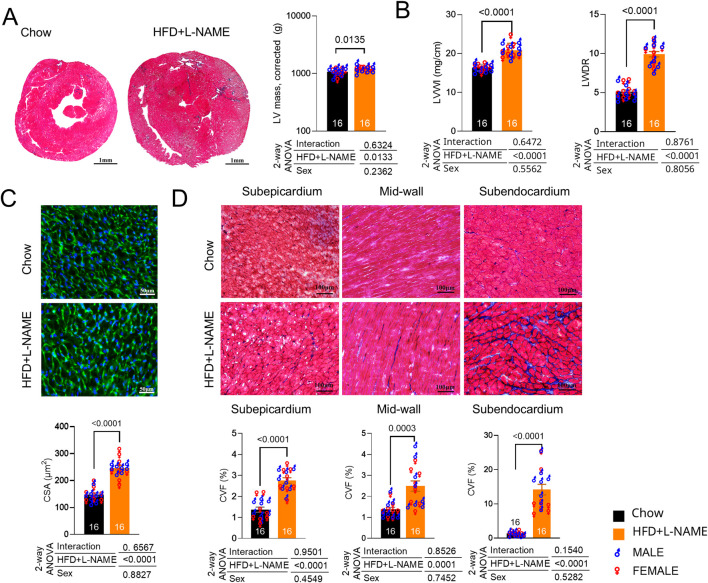
Structural and histological changes in HFpEF rats. **(A)** Representative Masson’s trichrome staining of mid-ventricular short-axis sections (scale bar = 1 mm) and quantification of left ventricular (LV) mass demonstrate increased myocardial fibrosis and LV mass in HFpEF rats (p = 0.0135 vs. Chow). **(B)** The left ventricle weight index (LVWI) and lung wet-to-dry weight ratio (LWDR) are also elevated. **(C)** Representative images of myocyte cross-sectional area (CSA) confirm cardiomyocyte hypertrophy following HFD + L-NAME administration (p < 0.0001 vs. chow). **(D)** Collagen volume fraction (CVF) analysis indicates increased fibrotic deposition in the subendocardium (p < 0.001 vs. chow), myocardium (p = 0.003 vs. chow), and subepicardium (p < 0.001 vs. chow) in HFpEF rats. All histological images are derived from heart sections of male rats. Data are presented as mean ± SEM, pooled from both sexes when no interaction between sex and L-NAME was observed, as determined using two-way ANOVA with Tukey’s *post hoc* test. Significance was set at p < 0.05.

### Effects of co-treatment with EMPA and PFD on body weight and survival in HFpEF rats

Figure 3A presents the overall experimental design. The chemical structures of EMPA and PFD used in this study are shown in Supplementary Figure S2A. Kaplan–Meier analysis showed that median survival times were undefined for EMPA + PFD in both genders, indicating >50% survival at 28 days (Supplementary Figure S2B). However, the Cox model, with the untreated group as the reference, showed hazard ratios of 0.99 (p = 0.99) for EMPA, 0.87 (p = 0.83) for PFD, and 0.57 (p = 0.44) for the EMPA + PFD group, with all confidence intervals including 1, indicating no significant treatment effects. Additionally, log-rank tests comparing each treatment group to the untreated control yielded P-values of 0.9934, 0.8137, and 0.4383, respectively, confirming no differences in survival distributions. Due to the study’s low power (only 17 events and 73% censoring) and poor model fit (concordance = 0.55), the trend is inconclusive.

**FIGURE 3:**
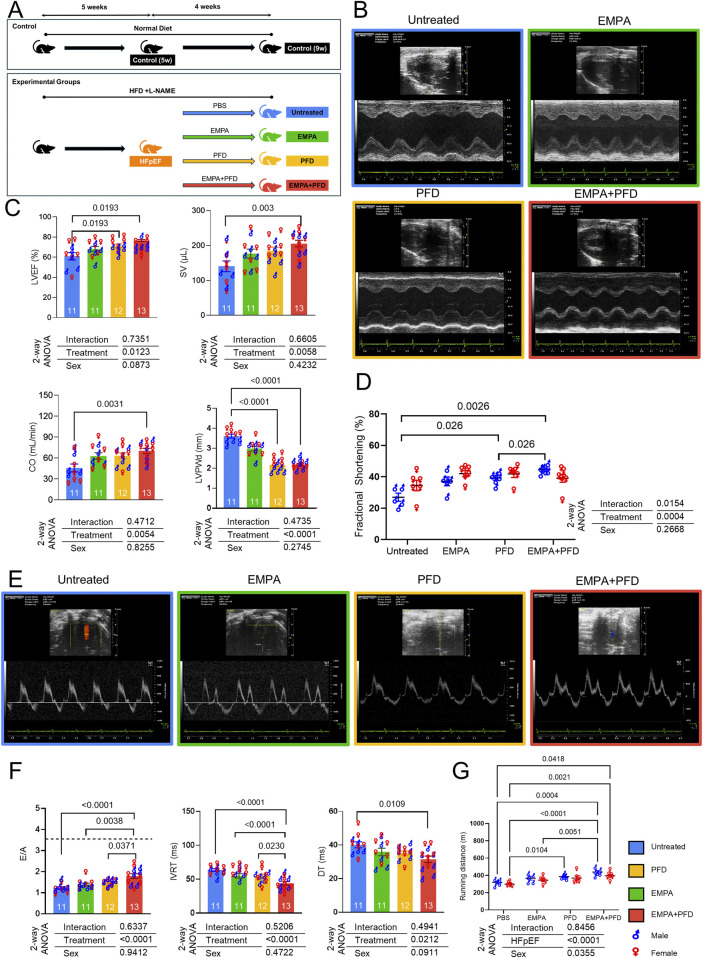
Impact of empagliflozin and pirfenidone on HFpEF outcomes **(A)** Study design schematic outlining HFpEF induction, treatment groups, and endpoints. **(B,C)** Representative echocardiographic M-mode images and quantification of LVEF, CO, and SV reveal significant improvements in EMPA + PFD-treated rats (p < 0.05 vs. untreated HFpEF), demonstrating improved cardiac systolic function in EMPA + PFD-treated rats compared to untreated HFpEF controls. **(D)** The benefit of EMPA + PFD in fractional shortening was only observed in male rats (P = 0.05 vs. untreated HFpEF). **(E,F)** Diastolic function indices, including E/A ratio, IVRT, and DT, are significantly improved following EMPA + PFD treatment (p < 0.05 vs. untreated HFpEF). **(G)** Exercise tolerance test results show a significant increase in running distance in EMPA + PFD-treated rats (p < 0.0001 vs. untreated HFpEF rats). Representative echocardiographic images presented in the figure were taken from male rats. Data are presented as mean ± SEM of the pooled dataset of both sexes; differences were analyzed using two-way ANOVA with Tukey’s *post hoc* test, with significance determined at p < 0.05. Iconography in this figure was sourced from Microsoft 365.

Next, we compared EMPA, PFD, and EMPA + PFD over the next 4 weeks with the untreated control that received only PBS. For comparison, healthy rats on a normal chow diet served as controls at weeks 5 (control 5w) and 9 (control 9w). Time-lapse changes in the rat body weights in response to treatments on days 0, 7, 14, 21, and 28 were recorded (Supplementary Figure S2C). Linear mixed-effects modeling revealed a significant interaction between treatment and time for body weight (p < 0.001), with no main effects of treatment or gender. In the control group, body weight increased progressively over 28 days (p < 0.001), reaching means of 553.14 ± 23.66 g (female rats) and 559.50 ± 18.23 g (male rats) at day 28 (Supplementary Figure S2D). Similarly, the PFD-treated group exhibited substantial weight gain (p < 0.001), culminating in 584.00 ± 26.24 g (female rats) and 575.60 ± 21.30 g (male rats) at day 28, with *post hoc* comparisons indicating significant increases relative to baseline (p < 0.001). In contrast, EMPA monotherapy attenuated weight gain, resulting in stable or modestly reduced weights (male: 503.88 ± 16.81 g on day 0 to 472.40 ± 25.80 g on day 28; no overall time effect, p = 0.31), while the combination therapy (EMPA + PFD) induced the most pronounced reductions (p < 0.0001; day 0 vs. day 28, p = 0.006), yielding endpoint means of 449.50 ± 34.90 g (female rats) and 480.29 ± 29.02 g (male rats). *Post hoc* analyses on day 28 confirmed significant differences between EMPA + PFD and control (p < 0.001), between EMPA and control (p < 0.001), and PFD versus both active treatments (all p < 0.001), underscoring the weight-lowering efficacy of EMPA-containing regimens (Supplementary Figure S2E).

### EMPA and PFD co-treatment enhances cardiac function and reduces hypertrophy and fibrosis in HFpEF rats

To evaluate the effects of the EMPA + PFD combination on heart function and structure, echocardiographic and histological analyses were performed. EMPA + PFD treatment consistently improved LVEF (75.6% ± 0.9% vs. 60.9 ± 3.64, P < 0.0193), SV (205.6 ± 9.4 µL vs. 140.5 ± 15.4 µL, P = 0.003), and CO (70.4 ± 3.6 mL/min vs. 445.8 ± 5.6 mL/min, P = 0.0031), compared to the untreated control (Figures 3B,C). Two-way ANOVA on ranks for fractional shortening on HFpEF rats revealed a significant main effect of treatment (p = 0.0004) and a treatment × sex interaction (p = 0.015), but no main effect of sex (p = 0.267) (Figure 3D). In male rats, Kruskal–Wallis tests indicated significant treatment effects (p = 0.0014), while *post hoc* Mann–Whitney U tests revealed differences between untreated and PFD (adjusted p = 0.026), untreated and EMPA + PFD (adjusted p = 0.026), and PFD and EMPA + PFD (adjusted p = 0.026). In contrast, untreated vs. EMPA comparison was not significant after adjustment (adjusted p = 0.191). No treatment effects were observed in female rats (p = 0.134). These results suggest that PFD and EMPA + PFD significantly modulate the response variable in male rats, but not in female rats, highlighting sex-specific treatment responses.

Doppler echocardiographic analysis revealed that EMPA + PFD significantly improved the EA ratio of HFpEF rats (1.79 ± 0.11), and the effect was superior to that of untreated (1.22 ± 0.06, p < 0.0001), EMPA (1.39 ± 0.07, p = 0.0038), and PFD (1.488 ± 0.04, p = 0.0371) alone treatment, analyzed using two-way ANOVA (Figures 3E,F). Similarly, the combination showed a significant reduction in IVRT (p < 0.0001 vs. untreated; p < 0.0001 vs. EMPA; p = 0.023 vs. PFD) and DT (p = 0.0109 vs. untreated). The EMPA + PFD combination showed superior exercise tolerance, measured by running distance (414.6 ± 12.51 m), compared to EMPA alone (354.1 ± 12.9 m, P < 0.0001) and the untreated group (307.5 ± 8.68 m, P < 0.0001, Figure 3G).

Upon histological examination of the heart’s short-axis cross-section, untreated rats displayed the most pronounced hypertrophic remodeling (Figure 4A). HFpEF rats treated with EMPA + PFD exhibited a notable reduction in LV mass, but this was limited to male HFpEF rats (p = 0.0063). Furthermore, the EMPA + PFD treatment regimen resulted in a significant decrease in LVWI (p = 0.0005 vs. untreated) and LWDR (p = 0.0410 vs. untreated), suggesting diminished pulmonary congestion (Figure 4B). Analysis also showed a significant reduction in CSA in the left ventricular myocardium when treated with PFD (330.8 ± 10.6 µm^2^ vs. untreated 421.8 ± 21.3 µm^2^, p = 0.0012) and EMPA + PFD (282.3 ± 6.95 µm^2^ vs. untreated 421.8 ± 21.3 µm2, p = 0.0006) (Figure 4C).

**FIGURE 4:**
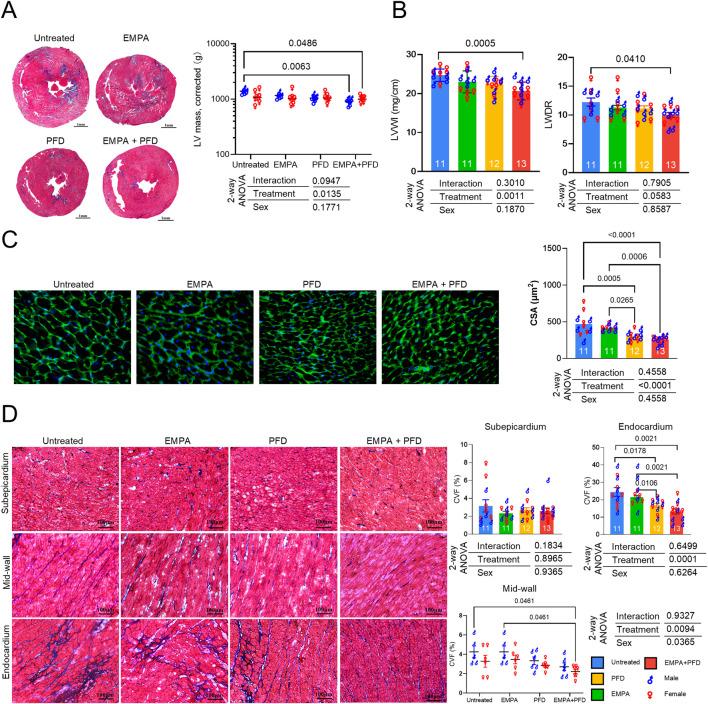
Histological evidence of reduced hypertrophy and fibrosis with EMPA + PFD treatment. **(A)** Masson’s trichrome staining shows reduced myocardial fibrosis, and left ventricular mass is significantly lower in EMPA + PFD-treated rats compared to HFpEF controls (p < 0.05). **(B)** When compared to control, left ventricle weight index (LVWI) was significantly lower in EMPA + PFD (adjusted p < 0.001), while difference in the lung wet-to-dry weight (LWDR) ratio was modest (adjusted p < 0.05). **(C)** Myocyte cross-sectional area (CSA) measured using WGA indicates reduced hypertrophy in EMPA + PFD-treated rats compared to HFpEF controls (p < 0.001). **(D)** Collagen volume fraction (CVF) analysis shows that EMPA + PFD treatment significantly reduces fibrosis, particularly in the mid-wall (p = 0.0267 vs. untreated HFpEF) and endocardium (p = 0.0021 vs. untreated HFpEF), with no significant changes in the subepicardial region. All histology images are presented using heart sections from male rats. Data are expressed as mean ± SEM, with two-way and Tukey’s *post hoc* tests used for analysis.

The dual therapy also effectively reduced cardiac fibrosis in the endocardium (13.21% ± 1.45% vs. untreated 24.47% ± 2.51%, p < 0.0237) and mid-wall (2.45% ± 0.2% vs. untreated 3.73% ± 0.44%, p = 0.0184; Figure 4D), and the effect was greater than that of EMPA-alone treatment (3.31% ± 0.22%, p = 0.0157). PFD also significantly reduced cardiac fibrosis in the endocardium (16.88% ± 1.12%) compared with the untreated control (p = 0.0178), and the effect was greater than that of EMPA alone (p = 0.0105)—no difference was observed when compared to EMPA + PFD. Notably, no discernible changes in fibrosis extent were observed in the subepicardial layer among the treatment groups.

Although no changes in systolic and diastolic blood pressure were observed in response to any treatment (Supplementary Figure S3A), the EMPA-only and EMPA + PFD-treated cohorts showed significantly lower fasting and postprandial blood glucose levels (both p < 0.0001 versus untreated; Supplementary Figure S3B), as expected. These changes were not observed in the PFD-only treatment groups, and none of the treatments influenced the WBC count or PLR. Interestingly, NLR was significantly lower in the EMPA + PFD group (p < 0.0325 versus control; Supplementary Figure S3C). No gender effect was observed, as analyzed using two-way ANOVA.

### RNA sequencing reveals transcriptional changes and distinct gene expression profiles in empagliflozin and pirfenidone-co-treated HFpEF rats

We sequenced ventricular RNA (n = 3 male hearts per group) to examine the underlying transcriptional changes in each group. (note: two samples, one from the EMPA and one from the PFD monotherapy groups, were excluded due to corrupted data files. Total read counts, data distribution, and sample correlations are presented in Supplementary Figure S4). 

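To induce HFpEF, Sprague–Dawley rats received L-NAME, an inhibitor of nitric oxide synthase, at 0.5 g/L in the drinking water together with a high-fat diet. Hearts were taken at week 5, before treatment (control 5w and HFpEF), and at week 9 (control 9w, untreated, EMPA, PFD and EMPA + PFD). Treatment lasted 4 weeks, with EMPA, an SGLT2 inhibitor, at 0.35 g/kg/day, PFD, an antifibrotic drug, at 0.3 g/kg/day, or both, and the untreated rats received PBS. The deposited data held 19 libraries from left ventricles, 1 library per heart. There were 3 libraries for control 5w, HFpEF, control 9w, untreated and EMPA + PFD, and 2 libraries for EMPA and PFD. The authors trimmed the reads with Trim Galore, aligned them to rn6 with HISAT2, counted them on genes with htseq-count and deposited whole counts per gene symbol without normalization. The paper's text does not name the overlap mode or the strand setting of the counting, so a gene that overlaps a neighbor could share reads with it.

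The total count per library ranged from 7430539 to 13017754, with a median of 9951011. Within control 5w the totals ran from 11628931 to 13017754 (median 12616559), and within HFpEF from 9386791 to 12205327 (median 10857636). At week 9 they ran from 7803050 to 9409670 in control 9w (median 8141045), from 9640990 to 10142209 in untreated (median 9951011) and from 9360259 to 10693001 in EMPA + PFD (median 10318343). The EMPA libraries had 7430539 and 8061054 counts, and the PFD libraries had 9879949 and 10366167. All groups were compared in one model with edgeR's quasi-likelihood test, after TMM normalization, over the 12388 genes that passed edgeR's expression filter. A gene was a DEG at a Benjamini-Hochberg adjusted p-value under 0.05 and a fold change of at least 2, the thresholds of the paper. The biological coefficient of variation between hearts of one group was 0.257. In simulated counts of the same depth, with 200 genes changed by 2 on the log2 scale, the test called 78.3% of the 198 changed genes it covered when each group had 3 libraries, and 2.52% of its calls were false. With 2 libraries against 3 it called 74.4% of 199 changed genes, and 3.27% of its calls were false. DESeq2, the tool of the paper, called 83.8% of the 198 changed genes, and 9.78% of its calls were false. Each value came from a single simulated data set, drawn with edgeR's own fitted spread and independent hearts. Smaller changes, such as those near the 2-fold threshold, were not simulated, and power for them may be lower. With 3 hearts against 3, an exact permutation test cannot give a p-value below 0.10.

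The paper and the sample labels describe every heart as male, and the libraries did not have the same counts of sex-linked genes. Eif2s3y, a gene of the Y chromosome, had 613 to 1321 counts in 12 libraries and 0 counts in the other 7, which were HFpEF replicates 1 and 3, all 3 untreated libraries and both PFD libraries. In those 7 libraries a count of 0 allows up to 3 counts, or 0.215 to 0.329 CPM. Ddx3 separated the same libraries, with 0 counts against 855 to 1468. Its symbol is ambiguous, because the gene table of the GRCr8 assembly lists Ddx3 as a gene outside the Y chromosome and also as a synonym of the Y-linked Ddx3y. LOC100911498, which that table does not list, went the other way, with 13032 to 27077 counts in the 7 libraries and 1 to 12 counts in the 12. A different split was seen for genes of the rat major histocompatibility complex. RT1-CE16 had at most 3 counts in each of the 8 libraries of control 5w, HFpEF and EMPA. It had 825 to 922 counts in control 9w, 583 to 684 in untreated, 463 to 545 in PFD and 308 to 720 in EMPA + PFD, and RT1-Bb and RT1-A3 separated the same groups. EMPA + PFD and control 9w therefore differed from untreated in Eif2s3y but not in RT1-CE16, and EMPA differed from untreated in both. PFD matched untreated in both, and EMPA matched control 5w in both. The libraries were kept under their labels throughout.

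**Figure D1:**
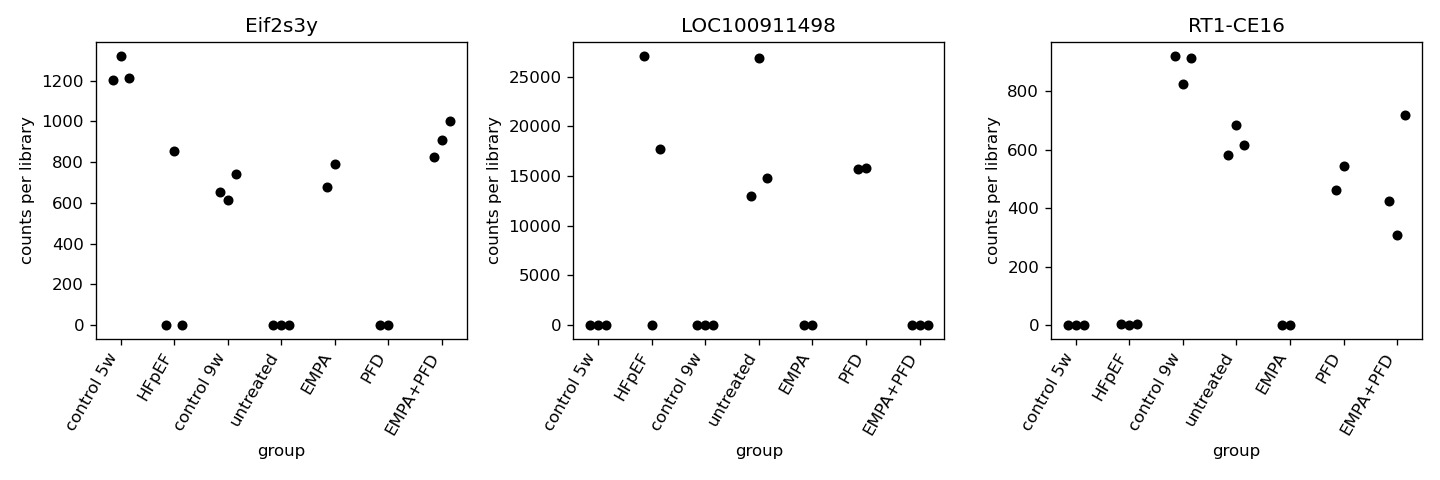
Counts per library (vertical axis, linear) of Eif2s3y, LOC100911498 and RT1-CE16 in the 7 groups (horizontal axis), with 1 point per library. Eif2s3y was at 0 counts in 7 libraries, LOC100911498 was at or above 13032 counts in those libraries, and RT1-CE16 was at or under 3 counts in control 5w, HFpEF and EMPA.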

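Against the untreated group, 473 of the tested genes were DEGs in EMPA + PFD (290 higher and 183 lower), 5 in EMPA and 1 in PFD. At an unadjusted p-value under 0.05 the numbers were 4055, 1069 and 646. In 449 of the 473 DEGs the 3 EMPA + PFD libraries lay wholly above or wholly below the 3 untreated libraries, which held for 37.4% of all tested genes, where chance gives 10%. DEGs were selected on these same libraries, so their lack of overlap, here and in later comparisons, is no separate support. The DEG of PFD was Scn1a, with a log2 fold change of 2.08 (standard error 0.28, adjusted p = 0.0250 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). In EMPA, Scn1a had a log2 fold change of 2.20 (standard error 0.28, adjusted p = 0.00657 from the same test), and in EMPA + PFD one of 1.81 (standard error 0.26, adjusted p = 0.00482 from the same test). Alox15 rose in EMPA by 5.96 on the log2 scale (standard error 0.94, adjusted p = 0.0321 from the same test), from 2 to 7 counts in untreated to 68 and 365 counts. With any 1 untreated library left out, Scn1a in PFD and Alox15 in EMPA were no longer DEGs (adjusted p from 0.0829 to 0.278 and from 0.112 to 0.220 in that test), while Scn1a in EMPA stayed one. The other 3 DEGs of EMPA were RT1-CE16, RT1-Bb and RT1-A3, which had 0 counts in both EMPA libraries and were at least 159-fold, 43.5-fold and 11.6-fold lower than in untreated. Ddx3 and Eif2s3y, at least 390-fold and 318-fold higher in EMPA (855 and 929, and 676 and 789 counts, against 0), were not DEGs (adjusted p = 0.205 and 0.203 from the same test), so the 5 DEGs miss genes that differ between 0 and these counts.

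Among the DEGs of EMPA + PFD whose libraries did not overlap, the largest rises were those of Ddx3, at least 459-fold (968 to 1421 counts against 0), Eif2s3y, at least 354-fold (825 to 999 counts against 0), and Slc4a1, with a log2 fold change of 3.74 (standard error 0.68, adjusted p = 0.00893 from edgeR's test with Benjamini-Hochberg adjustment). LOC100911498 fell furthest, from 13032 to 26816 counts in untreated to 1 to 4 counts. Ddx3, Eif2s3y and LOC100911498 also split the 7 libraries without Eif2s3y counts from the other 12, so these changes may reflect the sex of the hearts rather than treatment. Myl4 had a log2 fold change of −7.00 (standard error 2.16, adjusted p = 0.0474 from the same test), which rested on untreated replicate 2, with 19668 counts against 41 and 46 in replicates 1 and 3; without it, the value was −0.14. Sfrp2 had a log2 fold change of −4.11 (standard error 1.07, adjusted p = 0.0276 from the same test), and −2.14 without the same library. The fit moved most when only the 6 libraries of the 2 groups were used, which left 5 DEGs, against 4 in EMPA and 0 in PFD fitted in that way (376 genes in PFD at an unadjusted p-value under 0.05). With 1 library left out of the whole set, the number of DEGs ranged from 59 without EMPA + PFD replicate 2 to 910 without untreated replicate 1, and it was 83 without untreated replicate 2.

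**Figure D2:**
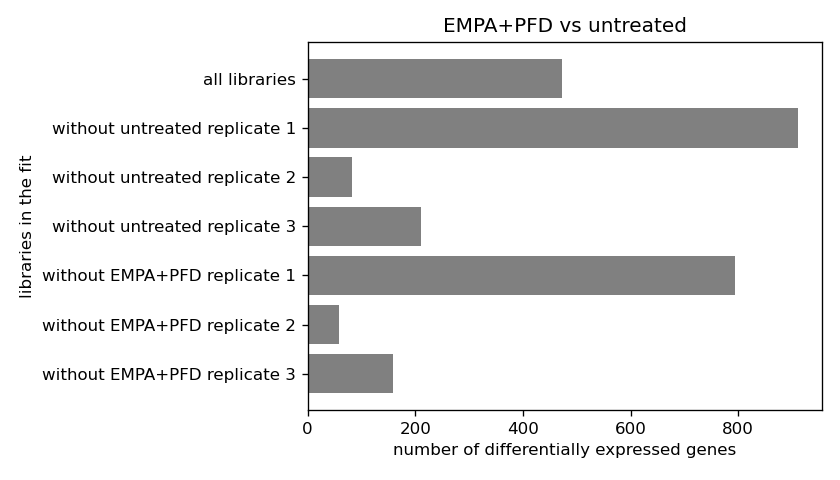
Number of DEGs between EMPA + PFD and untreated (horizontal axis, from 0) with all libraries and with each of the 6 libraries left out in turn (vertical axis). The bar for all libraries stands at 473 and the others between 59 and 910.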

Strikingly, DEG analysis revealed that although individual monotherapies induced minimal transcriptional shifts compared to the untreated HFpEF group (52 DEGs for EMPA alone; four DEGs for PFD alone), the combination therapy triggered a massive transcriptomic reprogramming, yielding 717 DEGs (421 upregulated and 296 downregulated) (Figure 5A).

**FIGURE 5:**
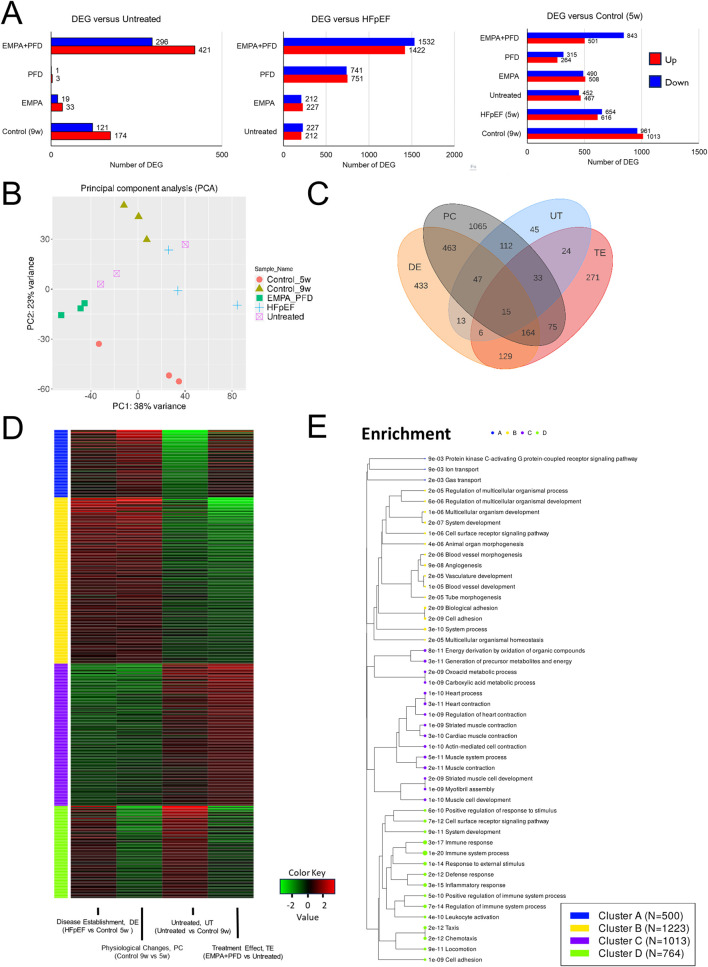
RNA sequencing reveals distinct gene expression profiles in EMPA + PFD-treated HFpEF male rats. **(A)** Differential expression analysis comparisons (adjusted p-value < 0.05 and absolute fold change >2). Bar chart presenting the number of upregulated and downregulated DEGs for EMPA + PFD, PFD, EMPA, and control (9w) vs. untreated (left) or vs. HFpEF (middle), highlighting significant transcriptional shifts. **(B)** Principal component analysis (PCA) demonstrating clustering of gene expression profiles, with EMPA + PFD-treated rats showing a shift toward the healthy control (5w) phenotype. **(C)** Venn diagram illustrating the overlap of DEGs between disease establishment (DE), physiological changes (PC), untreated (UT), and treatment effect (TE) comparisons. **(D)** Heatmap of hierarchical clustering of DEGs across study groups, illustrating upregulation and downregulation patterns. **(E)** K-means clustering analysis of enriched Gene Ontology (GO) biological processes, with pathways associated with protein kinase C-activating G-protein-coupled receptor, inflammation, and metabolism showing significant modulation in EMPA + PFD-treated rats. Data were analyzed using DESeq2, with an FDR cut-off of 0.05 and a minimum fold-change of 2.

To contextualize these changes, we tracked disease progression across our developmental timeline. Compared to the 9-week untreated HFpEF group, the healthy 9-week controls yielded 295 DEGs, representing the genetic signature of unchecked disease progression. 

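Between control 9w and untreated, 113 genes were DEGs, 71 higher and 42 lower in control 9w, and 2259 genes had an unadjusted p-value under 0.05. The 3 libraries of each group did not overlap in 112 of these DEGs and in 23.01% of all tested genes. Ddx3 was at least 528-fold and Eif2s3y at least 255-fold higher in control 9w, where LOC100911498 had 1 to 4 counts. The number of DEGs was 7 without control 9w replicate 2 and 413 without untreated replicate 2.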

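Relative to HFpEF at week 5, EMPA + PFD had 2813 DEGs (1330 higher and 1483 lower), PFD had 738 (446 and 292), EMPA had 50 (37 and 13) and untreated had 24 (14 and 10). The libraries of the 2 groups did not overlap in 2599 of the DEGs of EMPA + PFD and in all 24 of untreated, and in 54.7% and 19.1% of all tested genes. Without HFpEF replicate 1 there were 4 DEGs in PFD, 4 in untreated and 0 in EMPA, where 1795 genes still had an unadjusted p-value under 0.05. The number in untreated moved with most libraries: it was 6 without untreated replicate 1 or 3, 10 without HFpEF replicate 3, 260 without HFpEF replicate 2 and 933 without untreated replicate 2. In EMPA it was 183 without HFpEF replicate 2 and 24 without HFpEF replicate 3. For EMPA + PFD the number stayed between 2024 and 2968 with any 1 library left out. These comparisons set hearts of week 9 against hearts of week 5, and RT1-CE16 was at or under 3 counts in HFpEF and EMPA but not in the other 3 groups.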

When compared with the 5-week pretreatment baseline, the EMPA + PFD group exhibited the highest overall variance (2,954 DEGs), vastly outperforming the transcriptomic shifts observed with PFD (1,492 DEGs), EMPA (439 DEGs), or untreated progression (439 DEGs). Collectively, these developmental and comparative data emphasize that dual therapy does not merely stall pathology but actively and uniquely reshapes the cardiac transcriptome (Figure 5A).

The principal component analysis (PCA) captures 61% of the total variance in its first two components and reveals three distinct biological axes driven by therapeutic intervention, disease state, and time. 

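In the PCA of the 15 libraries of control 5w, HFpEF, control 9w, untreated and EMPA + PFD, computed on log2(DESeq2-normalized counts + 4), PC1 held 39.1% of the variance, PC2 held 23.1% and both held 62.3%. Differences between the group means made up 66.3% of the variance along PC1. On PC2, control 5w lay between −54.9 and −32.2 and control 9w between 28.6 and 49.9, with HFpEF from −9.70 to 23.4, untreated from 3.30 to 26.3 and EMPA + PFD from −15.2 to −8.13. The share of PC1 moved most without HFpEF replicate 1, to 34.3%.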

The most prominent driver of variance (PC1, 38%) highlights the profound impact of EMPA + PFD treatment. The treated samples form a tightly clustered group that completely separates from the disease model (HFpEF) along the major axis. Moreover, the treatment does not simply revert the samples to a baseline healthy state. Instead, the intervention powerfully overrides the disease’s chaotic variability, forcing the myocardium into a highly uniform, newly compensated “treatment phenotype” (Figure 5B).

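The EMPA + PFD libraries lay between −64.6 and −44.8 on PC1 and the HFpEF libraries between 26.4 and 82.4. No library of the other groups lay among the EMPA + PFD libraries. The nearest were control 5w replicate 1 (−32.9) and untreated replicate 1 (−31.2), while untreated replicate 2 (39.9) and control 5w replicate 2 (34.3) lay among the HFpEF libraries. Across all tested genes, the mean distance between 2 libraries of a group was 54.8 in EMPA + PFD (49.0 to 62.4), 57.4 in control 9w (45.6 to 75.3), 64.2 in control 5w (26.3 to 87.2), 72.9 in untreated (42.8 to 91.8) and 76.4 in HFpEF (62.3 to 96.7). With 3 pairs in each group no test was made, and the ranges of EMPA + PFD and each other group overlapped, that of HFpEF only barely.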

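The distance from the mean of EMPA + PFD to that of each other group, across all tested genes, was 48.2 for PFD, 67.6 for untreated, 70.9 for EMPA, 81.0 for control 9w, 81.3 for control 5w and 104 for HFpEF. The paper concludes that EMPA + PFD does not simply return the heart to its healthy state but brings it to a uniform treatment phenotype, and the legend of Figure 5B describes a shift toward control 5w.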

We identified four DEG groups to examine meaningful events, namely, the heart physiology changes (control 9w vs. 5w, PC), the HFpEF disease establishment (HFpEF vs. control 5w, DE), the untreated consequence (untreated vs. control 9w, UT), and the effects of EMPA + PFD treatment (EMPA + PFD vs. untreated, TE). 

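DE had 1076 DEGs (530 higher and 546 lower in HFpEF) and PC had 1817 (924 higher and 893 lower in control 9w). TE and DE, which have no library in common, shared 210 DEGs, or 44.4% of those of TE, where 41.1 were expected by chance (exact hypergeometric test, p = 4.11e-101, which treats genes as independent). Of the 210 genes, 202 (96.2%) had opposite signs in DE and TE. PC also held 128 of them (61.0%), and 80 (38.1%) were in DE and TE alone. TE shared 22 DEGs with UT, and 194 were in TE alone. Across all tested genes the fold changes of DE and TE had a correlation of −0.42, against a mean of −0.0018 in 20 simulations of unchanged groups; this correlation is across genes, which are not independent replicates. The fits on only the libraries of the compared groups left no shared gene. The largest rises of DE among genes whose libraries did not overlap were those of Ibsp, with 8 to 996 counts in HFpEF against 0 in control 5w, and RGD1306750, at least 13.6-fold (15 to 53 counts against 0). The largest falls were those of Aard, with a log2 fold change of −5.48 (standard error 1.06, adjusted p = 0.00461 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and Hcn4, with −4.11 (standard error 0.48, adjusted p = 0.00028 from the same test). One of the 3 HFpEF libraries and all 3 control 5w libraries had counts of Eif2s3y. In TE, all 3 EMPA + PFD libraries and no untreated library had them. Genes that follow this difference would have opposite signs in DE and TE without any effect of treatment. The simulations held no such difference, so the overlap and the opposite signs cannot be credited to treatment alone.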

Using a Venn diagram to delineate the involvement of the DEGs in each event, we found that 314 genes in TE (43.7% of the total DEGs in TE) overlapped with DE, of which 179 genes (57% of the DEGs of TE∩DE) were the intersection of PC and 129 genes (41% of the DEGs of TE∩DE) were shared between DE and TE, indicating targeted reversal of the primary disease pathways (Figure 5C). Gene Ontology (GO) term analysis describing the biological processes of individual comparisons is shown in Supplementary Figure S5. 

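For the direction of whole processes in TE, 29 sets of genes, 18 for processes and 11 for cell types, were listed by hand before the data were examined and tested with camera (inter-gene correlation 0.01, two-sided, Benjamini-Hochberg adjustment). Of these, 18 differed from the other genes, 6 upward and 12 downward. The median log2 fold change was 1.42 for ketone and PPAR-alpha targets (adjusted p = 9.92e-08, camera), 1.14 for fatty acid oxidation (adjusted p = 9.86e-08, camera), 0.90 for sarcomere and contraction (adjusted p = 1.68e-09, camera), 0.86 for the tricarboxylic acid cycle (adjusted p = 9.92e-08, camera), 0.42 for oxidative phosphorylation (adjusted p = 5.94e-05, camera) and 0.47 for heat shock (adjusted p = 0.0144, camera). Downward, the medians were −0.81 for inflammatory cytokines and chemokines (adjusted p = 8.42e-05, camera) and −0.71 for NF-kB targets (adjusted p = 8.63e-05, camera). The sets of angiogenesis (−0.73), TGF-beta targets (−0.84), extracellular matrix (−0.66), immediate early genes (−0.45), interferon response (−0.17) and ribosomal proteins (−0.21) also fell, as did those of endothelial cells (−0.64), leukocytes (−0.60), T and B lymphocytes (−0.77) and fibroblasts (−0.59), with adjusted p-values from 6.76e-06 to 0.0358 in camera. Not different were the sets of fetal and hypertrophy genes (median −0.04), the unfolded protein response (0.04), the circadian clock output (0.42), the cell cycle (−0.60), smooth muscle and pericytes (−0.52), Schwann cells and nerve (−0.80), erythroid cells and blood (0.16), adipocytes (−0.41), atrial and conduction tissue (−1.22), mesothelium (−0.71) and skeletal muscle (−0.42). Against the same untreated libraries, PFD alone moved all of these 18 sets but interferon response and ribosomal proteins in the same direction past the adjusted threshold of camera, with medians of 0.43 for oxidative phosphorylation, 0.50 for the tricarboxylic acid cycle, 0.59 for fatty acid oxidation, 0.54 for sarcomere and contraction and −0.56 for inflammatory cytokines and chemokines. EMPA alone did so for inflammatory cytokines and chemokines, angiogenesis, immediate early genes, endothelial cells and fibroblasts. Under fry, a test that makes no use of a preset correlation, 5 sets held at an adjusted p-value under 0.05: ketone and PPAR-alpha targets, sarcomere and contraction, inflammatory cytokines and chemokines, NF-kB targets and immediate early genes. With the correlation estimated from the data, camera called 0 sets, of which 3 had an unadjusted p-value under 0.05. Untreated replicate 2 carried part of these changes: without it 15 sets differed (4 upward and 11 downward), the median of fatty acid oxidation was 0.73 and that of oxidative phosphorylation 0.08, and oxidative phosphorylation, heat shock, extracellular matrix and fibroblasts no longer differed. The same library carried part of the PFD rises. The mean log2 CPM of oxidative phosphorylation was 9.13 and 9.12 in PFD, against 9.13, 7.54 and 8.93 in untreated replicates 1 to 3. That of fatty acid oxidation was 9.18 and 9.42 against 9.33, 6.93 and 9.00. In sarcomere and contraction, both PFD libraries (9.92 and 9.77) lay above every untreated one (9.66, 8.14 and 9.55). Normalization by relative log expression or by the upper quartile changed the sign of no set that differed.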

Interestingly, in TE, upregulated DEGs were primarily related to metabolic events and cardiac structure, while the downregulated DEGs were mostly related to inflammatory responses.

To compare the expression patterns of DEGs across the four events, K-means clustering was performed, and the results are presented as heatmaps (Figures 5D,E). 

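The 2517 genes that were DEGs in PC, DE, UT or TE were divided by k-means into 4 clusters on their log2 fold changes in the 4 comparisons. Only 1 cluster had mean fold changes of opposite sign and clear size in UT and TE, the one of 554 genes, or 22.01% of all, with 0.84 in UT and −0.80 in TE. The cluster of 767 genes had a mean of 0.27 in UT and 1.02 in TE. UT and TE share the untreated libraries with opposite sign, which alone gives opposite fold changes: across all tested genes their correlation was −0.23, against −0.49 (−0.54 to −0.45) in simulations of unchanged groups. The share of genes in clusters with opposite signs moved most without HFpEF replicate 1, to 30.6%. A second cluster of opposite signs appeared with 5 centers (82 genes, −2.88 in UT and 1.63 in TE). It also appeared without untreated replicate 2 (87 genes, −3.88 and 1.73) and, with a small mean in TE, on centered values (187 genes, −1.91 and 0.17). With 3 centers or on the 3500 most variable genes there was only 1.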

Among the four enrichment clusters, the TE group showed reversed gene expression patterns in clusters A (blue) and D (green) compared to the UT condition. These DEGs in cluster A were enriched for protein kinase C (PKC)-activating G-protein-coupled receptor signaling and ion/gas transport. In contrast, DEGs in cluster D were associated with immune/inflammatory responses. In contrast, DEGs in clusters B (yellow) and C (purple) showed no differences between the UT and TE conditions, indicating minimal EMPA + PFD effects on these two gene sets.

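In the cluster of 767 genes, with means of −1.34 in DE and 1.02 in TE, all 9 clustered genes of the tricarboxylic acid cycle (hypergeometric test, Benjamini-Hochberg adjusted p = 0.000322) and 19 of the 21 of sarcomere and contraction (adjusted p = 3.16e-07 from the same test) were found. The paper lists 89 genes of PKC-activating GPCR signaling in Figure 6A, of which 16 were in any cluster. This cluster held 8 of them: Prkce, Camk2d, Prkaca, Prkca, Prkacb, Eea1, Ap2b1 and Rgs2. The cluster of 1008 genes held 6 and the one of 554 genes held 2, and these shares were not tested against chance.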

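The cluster of 554 genes had means of opposite sign in UT and TE, which need not hold for each gene, and its largest mean was −1.79, in PC. It held all 18 clustered genes of the leukocyte set (hypergeometric test, Benjamini-Hochberg adjusted p = 5.20e-11), 22 of 24 of the extracellular matrix set (adjusted p = 3.82e-11 from the same test) and 14 of 15 of the fibroblast set (adjusted p = 1.93e-07 from the same test). Of the 14 clustered genes of the set of inflammatory cytokines and chemokines, 6 were in this cluster and 7 in the one of 1008 genes, neither above chance after adjustment. These tests concern membership of a cluster, not reversal by treatment. The mean log2 CPM of the fibroblast set was 6.46, 7.52 and 6.40 in untreated replicates 1 to 3, against 6.44, 5.70 and 6.55 in EMPA + PFD.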

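The other 2 clusters held 188 genes, with mean log2 fold changes of −1.33 in UT and −0.17 in TE, and 1008 genes, with −0.41 in UT and −0.37 in TE. Both were higher in HFpEF and in control 9w than in control 5w, by 2.45 and 3.59 in the smaller cluster and by 1.00 and 1.32 in the larger one. The larger cluster held 17 of the 19 clustered endothelial genes (hypergeometric test, Benjamini-Hochberg adjusted p = 0.000191), 14 of the 16 interferon response genes (adjusted p = 0.00135 from the same test), 14 of the 16 immediate early genes (adjusted p = 0.00135 from the same test) and 12 of the 16 angiogenesis genes (adjusted p = 0.0473 from the same test).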

We analyzed the gene set specific to PKC-activating GPCR signaling by comparing DEGs across the PC, DE, UT, and TE groups (Figure 6A). 

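All 89 genes of the PKC–GPCR list were among the tested genes. In TE, 49 of them were higher and 40 lower; 29 passed an adjusted p-value of 0.05 when adjusted over the 89 genes alone, 19 passed it over all genes tested, and 2 also passed the 2-fold threshold. The paper's text names 22 of these genes, and all 22 passed when adjusted over these 22 alone, 15 over all genes tested (7 higher and 8 lower). As the study chose these genes on the same libraries, the counts adjusted over a list alone are not independent evidence. All 22 had opposite signs in TE and DE, and 3 of them changed by more than 2-fold in TE. Of all tested genes, 74.6% had opposite signs in TE and DE. The signs of genes chosen on the same libraries are therefore not independent evidence either.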

EMPA + PFD produced a broad and directionally coherent transcriptional response across the PKC–CaMKII–calcium–lipid signaling network. Among the most significantly upregulated genes, PRKCE (log_2_FC = +1.54, P_adj_ < 0.001) and CAMK2D (log_2_FC = +0.93, P_adj_ < 0.001) showed the strongest treatment-driven recovery, both having been markedly downregulated at disease onset, indicating that treatment restores calcium-dependent kinase signaling suppressed during HFpEF establishment. 

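Prkce was at 32.5 ± 8.82 CPM (SD, n = 3) in EMPA + PFD and 11.4 ± 2.75 (SD, n = 3) in untreated, a log2 fold change of 1.52 (standard error 0.24, adjusted p = 0.00677 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). In DE it fell from 22.6 ± 4.00 CPM in control 5w to 8.11 ± 2.32 in HFpEF (SD, n = 3 each), by 1.48 on the log2 scale (adjusted p = 0.00185 from the same test). With each library left out in turn, its log2 fold change in TE stayed between 1.33 and 1.73 and its adjusted p at or under 0.0362. On GRCr8 it overlaps a gene named Prkcel1, with which the counting could have divided its reads. Camk2d rose from 60.5 ± 12.6 to 113 ± 4.37 CPM in TE, a log2 fold change of 0.91 (standard error 0.18, adjusted p = 0.0116 from the same test), short of the 2-fold threshold. It had fallen from 106 ± 17.6 in control 5w to 46.0 ± 5.59 in HFpEF, by 1.21 on the log2 scale (adjusted p = 0.00107 from the same test). Without untreated replicate 2, its value in TE was 0.74 and its adjusted p 0.0553. From the rise of both genes after their fall at disease onset, the paper reasons that treatment restores calcium-dependent kinase signaling.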

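Prkaca was at 370 ± 42.5 CPM in EMPA + PFD and 173 ± 69.5 in untreated (SD, n = 3 each), a log2 fold change of 1.09 (standard error 0.27, adjusted p = 0.0243 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Its adjusted p rose above 0.05 in 4 of the 6 fits that left out 1 library, to 0.0987 at most. In DE it fell by 1.25 on the log2 scale (adjusted p = 0.00797 from the same test), and on GRCr8 it overlaps Smim46. Hsp90ab1 had a log2 fold change of 0.70 in TE (standard error 0.22, adjusted p = 0.0505 from the same test), from 1178 ± 326 to 1908 ± 269 CPM, and −0.55 in DE (adjusted p = 0.0877 from the same test). Ppp2ca, a catalytic subunit of protein phosphatase 2A, had one of 0.95 in TE (standard error 0.27, adjusted p = 0.0373 from the same test), from 36.4 ± 13.4 to 70.0 ± 16.0 CPM, and −0.56 in DE (adjusted p = 0.144 from the same test). With single libraries left out, its adjusted p reached 0.147.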

PRKACA, a catalytic subunit of PKA, was similarly upregulated (log_2_FC = +1.12, P_adj_ = 0.002), alongside the chaperones HSP90AB1 (log_2_FC = +0.72, Padj = 0.008) and PPP2CA (log_2_FC = +0.97, P_adj_ = 0.009), suggesting restoration of kinase proteostasis and phosphatase activity. 

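Calm3 had 137 ± 41.1 CPM in EMPA + PFD and 85.5 ± 20.0 in untreated (SD, n = 3 each), and the libraries of the 2 groups overlapped. Its log2 fold change was 0.68 (standard error 0.22, adjusted p = 0.0566 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and it was −0.32 in DE (adjusted p = 0.319 from the same test). Fits without 1 library gave 0.47 to 0.91 in TE.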

CALM3 was significantly upregulated (log_2_FC = +0.71, P_adj_ = 0.023), pointing to recovery of calmodulin-mediated calcium sensing. 

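Vps26a, a subunit of the retromer, rose from 43.3 ± 7.62 CPM in untreated to 79.5 ± 11.7 in EMPA + PFD (SD, n = 3 each), a log2 fold change of 0.88 (standard error 0.14, adjusted p = 0.00677 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), after a change of −0.60 in DE (adjusted p = 0.0116 from the same test). Of the other endosomal genes, Rab5a (0.50, adjusted p = 0.0349 from the same test) and Eea1 (0.62, adjusted p = 0.0414 from the same test) passed the adjusted threshold, while Vps35 (0.37, adjusted p = 0.0508), Ap2b1 (0.32, adjusted p = 0.0577) and Rab5b (0.34, adjusted p = 0.0649) did not in that test. In each of these 6 genes the 3 EMPA + PFD libraries lay above the 3 untreated ones (exact permutation test, two-sided, p = 0.10, the smallest that 3 against 3 allow). Their log2 fold changes in DE were all negative, from −0.97 in Eea1 to −0.23 in Rab5b. On GRCr8, Rab5a overlaps Pp2d1.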

VPS26A (log_2_FC = +0.91, P_adj_ < 0.001) and several endosomal trafficking components, including RAB5A, RAB5B, EEA1,VPS35, and AP2B1, were also upregulated, indicating treatment-associated restoration of intracellular vesicle trafficking and receptor recycling.

**FIGURE 6:**
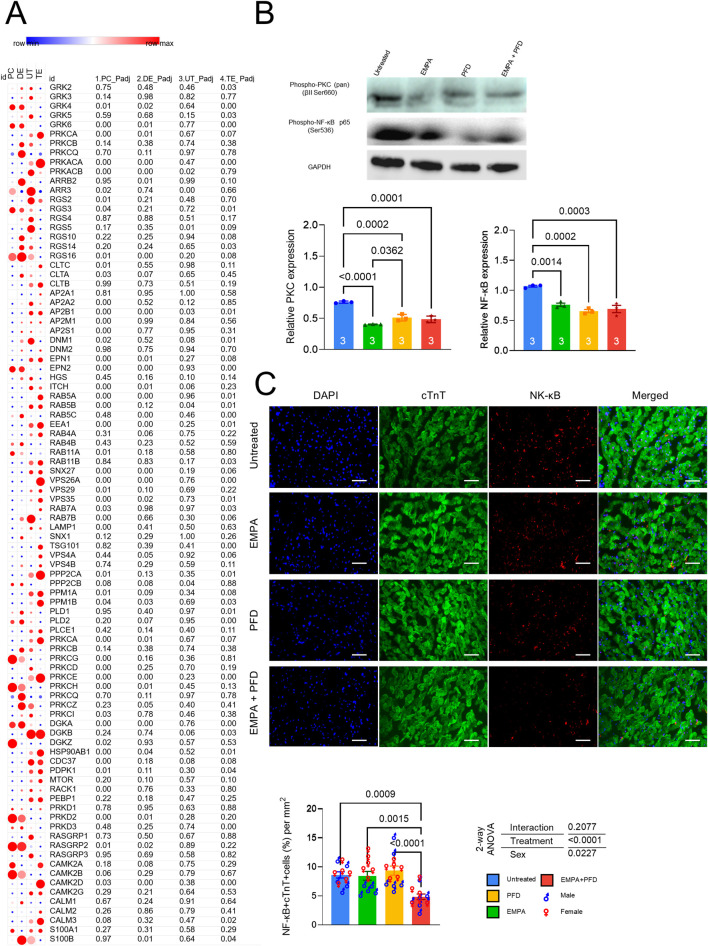
PKC–GPCR signaling pathway dysregulation drives NF-κB-mediated myocardial inflammation in HFpEF and is attenuated by EMPA + PFD. **(A)** Overview of DEGs of PC, DE, UT, and TE specific to the PKC–GPCR signaling pathway. Bubble plot displaying Log_2_FC with corresponding adjusted p-values (Padj) for each gene across four experimental comparisons: physiological cardiac maturation (PC: healthy 9-week vs. healthy 5-week rats), disease establishment (DE: HFpEF vs. healthy rats at 5 weeks), untreated chronic disease (UT: HFpEF vs. healthy rats at 9 weeks), and treatment effect (TE: treated vs. untreated HFpEF rats at 9 weeks). **(B)** Western blot analysis of phospho-PKC (Pan/βII-Ser660) and phospho-NF-κB p65 (Ser536) with GAPDH as a loading control. Semiquantitative analysis of the respective proteins was normalized to GAPDH expression (n = 3). Differences were analyzed using one-way ANOVA followed by Tukey’s *post-hoc* test. **(C)** Immunofluorescence staining of heart sections demonstrating nuclear translocation of NF-κB in cardiac troponin T-positive cardiomyocytes. Statistical significance was determined using ANOVA with *post-hoc* testing, with p < 0.05 considered significant.

EMPA + PFD treatment also significantly reduced genes involved in lipid signaling and inflammation. S100B showed the greatest decrease (log_2_FC = −2.49, P_adj_ = 0.036), reversing its increase at disease onset and indicating reduced advanced glycation end product (RAGE)-driven inflammation. 

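S100b was at 1.06, 1.08 and 1.36 CPM in EMPA + PFD and at 2.53, 13.5 and 4.00 in untreated replicates 1 to 3. Its log2 fold change was −2.51 (standard error 1.06, adjusted p = 0.118 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and −1.47 without untreated replicate 2. In DE the values were 61.2, 2.29 and 9.38 CPM in HFpEF replicates 1 to 3 against 3.01, 4.73 and 3.66 in control 5w, a log2 fold change of 2.67 (standard error 0.95, adjusted p = 0.0586 from the same test) that was 0.62 without HFpEF replicate 1. The fall in TE was the largest of the 22 genes named in the paper's text. On GRCr8 it overlaps Dip2a, and across the 19 libraries it varied with 13 other genes of Schwann cells and nerve (Pearson's r = 0.895, permutation p = 1e-05, the smallest that 100000 permutations give; Spearman's rho = 0.681, permutation p = 0.00176; r = 0.741 without the 2 libraries farthest from the median, HFpEF replicate 1 and EMPA replicate 2).

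**Figure D3:**
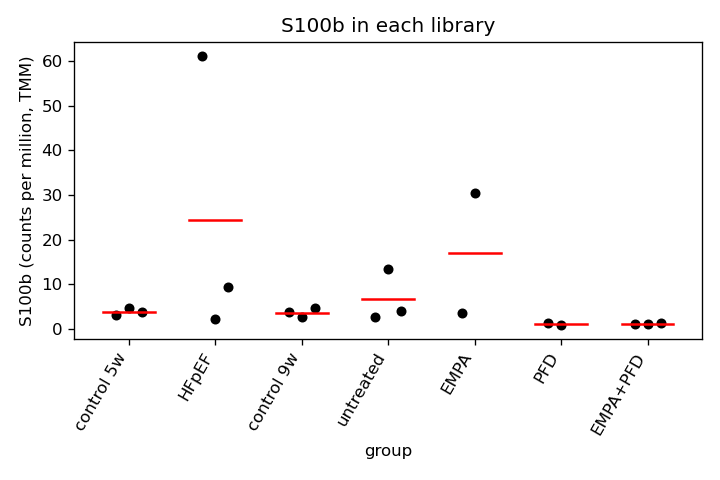
S100b in CPM after TMM normalization (vertical axis) in each library (points) of the 7 groups (horizontal axis), with the group mean as a red line. HFpEF replicate 1 stood at 61.2, EMPA replicate 2 at 30.4 and untreated replicate 2 at 13.5, and the 3 EMPA + PFD libraries lay between 1.06 and 1.36.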

Diacylglycerol Kinase Alpha expression was also downregulated (log_2_FC = −0.77, P_adj_ = 0.001), suggesting normalization of DAG metabolism. Similarly, PLD1 and PLD2 levels were suppressed, indicating decreased phospholipase D activity. 

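Dgka was at 45.5 ± 6.59 CPM in EMPA + PFD and 78.6 ± 13.2 in untreated (SD, n = 3 each), a log2 fold change of −0.79 (standard error 0.16, adjusted p = 0.0135 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and it had risen by 0.73 in DE (adjusted p = 0.00919 from the same test). Leaving out untreated replicate 2, EMPA + PFD replicate 2 or EMPA + PFD replicate 3 brought its adjusted p above 0.05, to 0.0850 at most. On GRCr8 it overlaps Pmel.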

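Pld1 fell from 33.4 ± 11.9 to 17.5 ± 1.03 CPM (SD, n = 3 each), a log2 fold change of −0.93 (standard error 0.24, adjusted p = 0.0279 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and to −0.60 without untreated replicate 2. Pld2 fell from 96.9 ± 10.0 to 53.2 ± 8.05 CPM, a log2 fold change of −0.87 (standard error 0.18, adjusted p = 0.0127 from the same test). Neither passed the adjusted threshold in DE (0.30, adjusted p = 0.378, and 0.43, adjusted p = 0.0917, in that test).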

Genes related to GPCR desensitization, GRK4 and GRK6, were downregulated, implying improved receptor responsiveness. 

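Grk4 went from 11.1 ± 1.16 CPM in untreated to 6.83 ± 0.940 in EMPA + PFD (SD, n = 3 each), with a log2 fold change of −0.70 (standard error 0.16, adjusted p = 0.0193 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The values of Grk6 were 84.1 ± 9.60 and 53.7 ± 5.09 CPM, with a log2 fold change of −0.65 (standard error 0.13, adjusted p = 0.0127 from the same test). In DE both had risen, by 0.50 (adjusted p = 0.0398) and 0.45 (adjusted p = 0.0284) in that test.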

RGS3 and RGS14, involved in G-protein regulation, were also downregulated. Additionally, PRKD3 and EPN2 showed reduced expression, indicating broad remodeling of kinase and endocytic signaling pathways.

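Rgs3 was lower in EMPA + PFD (66.95 ± 18.2 CPM) than in untreated (122 ± 25.2; SD, n = 3 each), with a log2 fold change of −0.87 (standard error 0.22, adjusted p = 0.0264 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Rgs14, at 2.82 ± 0.786 against 5.50 ± 1.51 CPM, had one of −0.96 (standard error 0.31, adjusted p = 0.0557 from the same test), and its 6 libraries had 16 to 89 counts. Neither differed in DE (adjusted p = 0.210 and 0.264 in that test).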

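Prkd3 had a log2 fold change of −0.53 (standard error 0.13, adjusted p = 0.0208 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), from 104 ± 10.0 to 72.0 ± 8.33 CPM (SD, n = 3 each). Epn2 had one of −0.43 (standard error 0.11, adjusted p = 0.0244 from the same test), from 142 ± 8.93 to 106 ± 3.10 CPM, and overlaps B9d1 on GRCr8. In DE, Epn2 had risen by 0.55 (adjusted p = 0.00445) and Prkd3 by 0.20 (adjusted p = 0.271) in that test. Both lost the adjusted threshold when untreated replicate 2 or 3 or EMPA + PFD replicate 2 or 3 was left out, with adjusted p-values up to 0.118.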

Next, we sought to determine whether this translated into altered protein activation. Western blotting revealed robust upregulation of phospho-PKC (pan) and its downstream effector, phospho-NFκB p65, in the untreated group. Treatment with EMPA, PFD, or the combination therapy effectively suppressed this signaling axis (Figure 6B). To define the spatial context of this response, immunofluorescence on myocardial sections was performed, revealing that the treatment-induced decrease in NFκB activity was characterized by loss of nuclear p65 localization in cardiomyocytes. Together, these results demonstrate that the therapeutic efficacy of EMPA and PFD is linked to inhibition of a convergent PKC–NF-κB inflammatory circuit (Figure 6C).

### Bliss analysis unveils targeted myocardial synergy

To quantitatively evaluate whether the combinatorial efficacy of EMPA and PFD was synergistic or strictly additive, we applied the Bliss independence model across all systemic, structural, and functional endpoints (Table 1). Strikingly, the Bliss analysis revealed a highly compartmentalized pattern of synergy that was uncoupled from systemic hemodynamic unloading. Systemic parameters, including systolic blood pressure (SBP), diastolic blood pressure (DBP), LWDR, and markers of systemic inflammation and thrombosis (NLR and PLR), showed strictly additive or sub-additive improvements. In contrast, the combination therapy synergistically reversed pathological left ventricular hypertrophy, reducing corrected LV mass, coupled with reversal of cardiomyocyte enlargement (CSA) and localized clearance of deep myocardial fibrosis (endocardial CVF). The combination therapy also synergistically improved diastolic compliance, increasing the E/A ratio from 1.14 (untreated) to 1.86, exceeding the Bliss analysis-expected value of 1.64. Corresponding synergistic improvements were observed in systolic mechanics, including LVEF and SV.

**TABLE 1:** Bliss independence analysis of empagliflozin and pirfenidone dual therapy in a two-hit HFpEF model.

Parameter	Control (healthy)	Untreated (HFpEF)	EMPA monotherapy	PFD monotherapy	Expected Bliss	EMPA + PFD (combo)	Synergy status
Systemic/Circulatory							
Systolic BP (mmHg)	111.06	148.5	142.38	143.19	137.93	142.19	Sub-additive
Diastolic BP (mmHg)	76.31	118.69	112.62	111.38	106.36	113.12	Sub-additive
Lung wet-to-dry weight ratio	5.19	12.26	11.29	11.12	10.3	10.44	Sub-additive
NLR (inflammation)	0.7	2.93	2.7	2.51	2.32	2.39	Sub-additive
PLR (thrombosis)	139.61	290.3	281.54	299.28	281.54	284.02	Sub-additive
Body weight (g)	472.09	580.18	478.73	517.08	474.85	466.08	Synergistic
Running distance (m)	646.83	307.55	354.13	377.32	414.32	414.57	Perfectly additive
Tissue fibrosis							
Endo CVF (%)	1.62	24.56	21.18	17.27	14.96	13.84	Synergistic
Mid-wall CVF (%)	1.55	3.79	3.24	3.14	2.75	2.75	Perfectly additive
Epi CVF (%)	1.54	2.79	2.47	2.63	2.35	2.47	Sub-additive
Cardiac structure							
LV Mass corr. (mg)	1055.9	1242.16	1106.81	1059.55	1056.9	967.47	Synergistic
LVPWd (mm)	2.46	2.45	2.61	2.54	2.46	2.82	Synergistic
LVEDd (mm)	6.91	9.01	8.12	7.59	7.3	7.31	Perfectly additive
Myocyte CSA (µm^2^)	260.3	466.54	413.96	305.02	293.62	257.67	Synergistic
Cardiac function							
LVEF (%)	82.61	60.91	68.31	71.38	75.21	76.59	Synergistic
SV (μL)	232.36	140.5	176.61	184.99	203.61	205.6	Synergistic
LVEDV (μL)	287.73	202.91	241.24	242.03	262.68	263.61	Synergistic
LVESV (μL)	55.37	62.41	64.63	58.71	58.71	58.32	Synergistic
E/A ratio	2.14	1.14	1.25	1.58	1.64	1.86	Synergistic
Fractional shortening (%)	53.03	34.61	39.78	40.52	44.03	41.63	Sub-additive
Cardiac output (mL/min)	82.69	45.78	63	63.41	72.4	70.39	Sub-additive
Heart rate (bpm)	356	329.82	357.36	341.58	356	349.92	Sub-additive
IVRT (ms)	28.16	63.15	50.03	45.93	39.26	39.55	Perfectly additive
Protein expression							
Phospho-PKC (a.u.)	0.5	1.35	0.95	0.8	0.66	0.55	Synergistic
Phospho-NF-κB p65 (a.u.)	0.45	1.25	0.90	0.8	0.65	0.55	Synergistic

Abbreviations: BP, blood pressure (systolic/diastolic); CO, cardiac output; CVF, collagen volume fraction (endo, endocardium; epi, epicardium); HFpEF, heart failure with preserved ejection fraction; EMPA, empagliflozin; PFD, pirfenidone; NLR, neutrophil-to-lymphocyte ratio; PLR, platelet-to-lymphocyte ratio; LV Mass Corr., corrected left ventricular mass; LVPWd, left ventricular posterior wall thickness at diastole; LVEDd, left ventricular end-diastolic internal diameter; LVEF, left ventricular ejection fraction; SV, stroke volume; LVEDV, left ventricular end-diastolic volume; LVESV, left ventricular end-systolic volume; E/A ratio, ratio of early (E) to late (A) ventricular filling velocity; IVRT, isovolumic relaxation time; PKC, protein kinase C; NF-κB, nuclear factor kappa-light-chain-enhancer of activated B cells; A.u., arbitrary unit.

Other parameters of which the effects were sub-additive are not listed here.

Moreover, quantitative densitometry and Bliss independence analysis confirmed that EMPA + PFD synergistically suppressed the PKC and NF-κB signaling cascade. Specifically, dual therapy reduced p-PKC activation significantly beyond the predicted additive effect (observed ratio: 0.55 vs. expected: 0.66), nearly restoring expression to healthy control levels (0.50). A parallel synergistic reduction was observed for p-p65 (observed ratio: 0.55 vs. expected: 0.65). Immunofluorescence further revealed that this systemic decrease in NFκB activity was driven by the loss of nuclear p65 localization specifically within cardiomyocytes. Collectively, these data suggest that the efficacy of the EMPA + PFD combination is mechanistically rooted in the synergistic inhibition of a convergent, profibrotic PKC/NF-κB circuit. Taken together, these data suggest that although EMPA and PFD act additively on systemic hemodynamics, their co-administration alters the local myocardial microenvironment, thereby synergistically halting and reversing HFpEF pathogenesis.

## Discussions

HFpEF continues to pose a formidable clinical challenge, with few interventions offering robust improvements in both morbidity and mortality. Despite recent evidence showing that SGLT2i can reduce hospitalization and cardiovascular mortality in patients with ejection fractions greater than 40% (Nassif et al., 2021; Spertus et al., 2022), their benefit in reversing diastolic dysfunction and structural remodeling in HFpEF remains modest (Anker et al., 2021; Yang et al., 2022). Our findings suggest that the antifibrotic drug PFD can augment the favorable effects of EMPA, enhancing cardiac function and mitigating pathological remodeling in a two-hit HFpEF rat model.

### The two-hit HFpEF model

We employed a two-hit model that combines L-NAME-induced endothelial dysfunction with a HFD to recapitulate key clinical features of HFpEF, including systemic inflammation, metabolic stress, and myocardial stiffness. This approach was informed by prior studies demonstrating that L-NAME/HFD suppresses nitric oxide (NO) bioavailability, promotes s-nitrosylation of inositol-requiring protein 1α (IRE1α), and impairs the IRE1α–XBP1 stress-adaptive pathway—mechanisms closely mirrored in human HFpEF myocardium (Schiattarella et al., 2019). Although some HFpEF models utilize genetic modifications or alternative stressors, the HFD + L-NAME combination effectively induced systolic and diastolic dysfunction in our rats, with LVEF remaining in the preserved range (>50%). We also report that 9 weeks of HFpEF induction is associated with a mortality of ∼30%, reflecting the severity of the two-hit model. Although similar two-hit models (6–8 weeks, 40%–45% HFD, 30–50 mg/kg/day L-NAME) also showed 0%–15% mortality from hypertensive crisis or renal failure (Li et al., 2023), the prolonged 9-week induction with a high L-NAME dose likely amplified cardiovascular strain and accelerated hypertension. Nonetheless, we recognized that our “two-hits” model did not account for aging, a key factor in the pathophysiology of clinical HFpEF. Future studies should incorporate additional stressors such as obesity, female predominance, volume overload, aging, or uninephrectomy to better replicate human HFpEF and improve the accuracy and translatability of therapeutic outcomes.

### Dosage considerations and synergy of dual EMPA–PFD therapy

In our study, we administered EMPA at a dose of 350 mg/kg/day to HFpEF rats, a level higher than typical human-equivalent exposures but well within the established preclinical safety margins. Preclinical data demonstrate that EMPA exhibits dose-dependent pharmacological effects, including glucosuria, polyuria, and body weight reduction, as well as adaptive changes such as renal tubular dilatation and mineralization (Bogdanffy et al., 2014). In repeat-dose rat studies, doses up to 300 mg/kg/day were associated with desirable pharmacodynamic outcomes, minimal target-organ effects, and no impact on survival (Bogdanffy et al., 2014). These studies established a no-observed-adverse-effect level of 100 mg/kg/day, while separate data confirmed tolerability at higher exposures approximating 26–45-fold the maximum recommended human dose (Boehringer Ingelheim Pharmaceuticals and Inc., 2026). Adverse effects, including moribund states, dehydration, and exacerbated multi-organ mineralization (e.g., in the kidney, liver, and heart), were observed only at supratherapeutic doses of 700 mg/kg/day in rats (>70-fold human exposure), with more severe renal tubular injury confined to 1,000 mg/kg/day in mice (Knight et al., 2018). Hence, by selecting this elevated dose, we aimed to exclude potential dose-dependent limitations of EMPA monotherapy that might preclude the observation of the true beneficial effects of pirfenidone in our HFpEF model, thereby isolating and amplifying the benefits of combined EMPA + PFD therapy.

A vast body of literature has suggested a direct effect of EMPA on the heart, conferring functional improvement in failing hearts through inhibition of NHE-1 and voltage-gated Na^+^ channels (Nav1.5), suppression of reactive oxygen species production, nucleotide-binding oligomerization domain-like receptor P3 (NLRP3) inflammasome activation, and proinflammatory cytokines (see review) (Zelniker and Braunwald, 2020). However, increasing skepticism with evidence demonstrated the lack of SLGT2 expression in the heart (Mourad et al., 2025; Mustroph et al., 2018; Anker and Butler, 2018), suggesting that the observed beneficial effect of EMPA was likely derived from either off-target actions (Dyck et al., 2022) or via indirect mechanisms (Chen et al., 2024; Wang et al., 2025), especially when EMPA has a higher affinity for SLGT2, up to 2,500-fold (Grempler et al., 2012). Although we observed a trend toward improvement in systolic and diastolic function in EMPA-treated rats, the difference was not statistically significant, despite improved glucose tolerance, weight loss, and exercise capacity. This does not contradict EMPA’s established cardiac benefits in other studies but may be attributable to factors such as the shorter treatment duration, choice of animal model, and subject species in this study. The “two-hit” preclinical model has mostly utilized mice, particularly C57BL/6 strains, in past studies (van Ham et al., 2022). In contrast, rat-based investigations are scarce, with only one study in Wistar rats involving 8 weeks of HFD/fructose plus L-NAME induction, followed by 8 weeks of EMPA treatment at 10 mg/kg/day (Author anonymous, 2024). Comparatively, mouse models show faster EMPA benefits, with improvements in diastolic function emerging as early as 3 weeks and by 8–9 weeks of oral dosing (Ranjbarvaziri et al., 2024; Liu et al., 2025).

Notably, we also identified a novel paradigm of compartmentalized synergy. Although the combination therapy elicited strictly additive or sub-additive improvements in systemic hemodynamics and fluid status, it synergistically reversed pathological cellular hypertrophy, cleared deep myocardial fibrosis, and, to a certain extent, restored diastolic compliance. These findings suggest that simultaneously targeting the SGLT2 metabolic axis and the TGFβ profibrotic axis uniquely optimizes the local myocardial microenvironment, achieving structural and functional rescue that is unattainable with either monotherapy alone. Because EMPA drives significant osmotic diuresis and natriuresis, reductions in cardiac mass and improved filling pressures are often attributed merely to decreased systemic preload, especially when a supratherapeutic dose was used in this study. However, our Bliss independence analysis robustly challenges this view. If the benefits of the EMPA + PFD combination were driven predominantly by exaggerated volume depletion, we would expect systemic and circulatory markers to exhibit the greatest combinatorial synergy. In contrast, systemic blood pressure (SBP/DBP), pulmonary congestion (LWDR), and markers of systemic inflammation (NLR/PLR) demonstrated strictly additive or sub-additive effects. Therefore, the profound synergy observed specifically within the myocardium cannot be dismissed as an artifact of massive systemic fluid loss, but rather represents a genuine, localized pharmacological interaction.

### Mechanistic considerations: linking fibrosis reduction to functional improvement

In the heart, EMPA prevents fibrosis in preclinical models by inhibiting the NHE1–NO pathway (Chung et al., 2023), along with reducing NCX upregulation, oxidative/nitrosative stress, and CaMKII activation—effects persisting in SGLT2-knockout mice, confirming SGLT2 independence (Mustroph et al., 2018; Lee et al., 2019; Schauer et al., 2024). Thus, EMPA’s antifibrotic actions are largely off-target as fibrosis attenuation persists in SGLT2-knockout models (Chen et al., 2024). In this study, PFD monotherapy outperformed EMPA alone in reducing fibrosis. At the same time, their combination significantly improved LV systolic/diastolic function, reduced pulmonary congestion, and enhanced exercise capacity within 4 weeks, suggesting a perfectly additive effect via EMPA’s metabolic/oxidative modulation and PFD’s direct TGF-β suppression (Sanders-van Wijk et al., 2020; Schiattarella et al., 2021).

Although EMPA has shown antifibrotic and diastolic benefits in longer-term preclinical models (e.g., 6–12 weeks at 10–30 mg/kg/day in ZSF1 rats), our 4-week study at a supratherapeutic dose (∼135-fold the human MRHD) revealed no significant improvement in cardiac function or fibrosis with monotherapy. This is consistent with clinical trials (EMPEROR-preserved, DELIVER, EMPA-REG OUTCOME, and EMPA-HEART 2 CardioLINK-7) showing reduced Hospitalization for heart failure without echocardiographic changes (Anker et al., 2021; Solomon et al., 2022; Rau et al., 2021; Connelly et al., 2023) and aligns with the findings of Pabel et al. (2018), who noted that acute functional effects are unlikely due to fibrosis regression. The short duration likely favored hemodynamic over structural remodeling. Notably, the combination with PFD accelerated antifibrotic effects, suggesting that targeting TGF-β signaling may overcome the temporal constraints of SGLT2 inhibition alone. Although SGLT2 inhibitors have also been reported to exert indirect antifibrotic effects in certain contexts (Yang et al., 2022; Lee et al., 2022; Daud et al., 2021; Tian et al., 2021), the more robust remodeling observed here indicates that PFD substantially amplifies or complements these benefits (Du et al., 2017).

### Transcriptional remodeling and fibrosis–inflammation axis

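Whether the response to EMPA + PFD exceeded the sum of the responses to EMPA and PFD on the log2 scale was tested as an interaction in the model of all 19 libraries. One gene, RT1-CE16, was a DEG in this test, with 0 counts in both EMPA libraries, and 1131 genes had an unadjusted p-value under 0.05. DESeq2 called 38 genes and voom 63. Directly compared, EMPA + PFD had 0 DEGs against PFD, with 1266 genes at an unadjusted p-value under 0.05, and 426 against EMPA (268 higher and 158 lower). Against PFD, DESeq2 called 47 genes and voom 109. The number of 0 misses genes such as Eif2s3y, with 825 to 999 counts in EMPA + PFD and 0 in both PFD libraries. Across all tested genes, the fold changes against untreated of EMPA + PFD correlated with those of PFD at 0.67 and with those of EMPA at 0.30, where simulated unchanged groups with the same shared untreated libraries gave 0.43 and 0.42. With 2 EMPA + PFD libraries in place of 3, the number of DEGs against untreated was at least 59, above the 5 of EMPA.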

The comprehensive transcriptomic profiling reveals that the EMPA + PFD combination therapy exerts a powerful, synergistic effect on the failing myocardium, driving a transcriptional response that far exceeds that of either monotherapy. This massive gene regulation forces the treated tissues out of the heterogeneous HFpEF disease state and into a tightly clustered, highly distinct principal component space. Additionally, our PCA demonstrates that the intervention does not merely revert the heart to a naive physiological baseline. Instead, it establishes a novel, compensatory therapeutic phenotype while actively overriding the core pathogenic networks responsible for the early establishment of disease.

In our study, untreated hearts showed elevated levels of pan-PKC and NF-κB proteins. Treatment with EMPA + PFD decreased chronic myocardial inflammation in HFpEF, as evidenced by reduced pan-PKC protein levels and NF-κB expression in the hearts. Transcriptional data provide a coherent mechanistic explanation for these protein-level changes across three interconnected pathways. First, EMPA + PFD reduced lipid signals that drive PKC overactivation. In untreated HFpEF, elevated pan-PKC protein reflects post-translational overactivation driven by accumulated DAG (Steinberg, 2012), a lipid second messenger generated by phospholipases PLD1 and PLD2, rather than transcriptional upregulation of PKC genes. EMPA + PFD significantly downregulated both PLD1 and PLD2, alongside DGKA, thereby reducing DAG availability and lowering PKC activity (Peivandi et al., 2005). Second, EMPA + PFD normalized calcium signaling via the CaMKII–calmodulin axis. CAMK2D, which was strongly downregulated at disease onset, was significantly restored by EMPA + PFD, indicating recovery from pathological suppression. Concurrently, CALM3 was upregulated, supporting the restoration of physiological CaMKII regulation. Furthermore, PRKCE was strongly upregulated, re-engaging cardioprotective functions that limit NF-κB-driven injury. 

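In DE, S100b ranked 126 of the 12388 tested genes by its log2 fold change, and 92 DEGs rose more. It had the largest rise of the 89 genes of the PKC–GPCR list. In TE, 17 of the 183 lower DEGs fell more than S100b did.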

Third, EMPA + PFD suppressed the receptor for the RAGE–NF-κB axis by targeting S100 calcium-binding protein B (S100B) (Zhou et al., 2024), the most dramatically upregulated gene at disease onset. Because S100B activates NF-κB via the RAGE receptor independently of PKC, its suppression dismantles a parallel inflammatory route. Collectively, the reduction in myocardial inflammation is attributable to a coordinated program that attenuates DAG-driven PKC activation, restores calcium homeostasis, and silences S100B–RAGE signaling.

This coordinated molecular shutdown of inflammatory, lipid, and calcium signaling pathways underpins the significant structural and functional recovery observed *in vivo*. By inhibiting the DAG–PKC and S100B–RAGE pathways, the combination therapy effectively suppresses NF-κB, thereby silencing inflammatory crosstalk and starving the TGF-β cascade. This reduces the local inflammatory environment, prevents extracellular matrix expansion, and leads to a synergistic reduction in deep myocardial fibrosis observed histologically. At the same time, blocking these harmful signaling networks limits pathological hypertrophic growth, aligning with the observed reversal of cardiomyocyte CSA and overall LV mass. Furthermore, restoring intracellular calcium balance through the CaMKII–calmodulin pathway is essential for proper myofilament relaxation. This molecular correction of calcium regulation, along with increased tissue compliance due to reduced fibrosis, underlies the notable, synergistic improvements in diastolic filling (E/A ratio) and overall systolic function (LVEF and stroke volume) observed in the dual-therapy group.

### Sex differences in HFpEF pathophysiology

Sex differences in HFpEF remain underexplored (US FDA, 2014), yet they may influence disease progression and treatment response. In our study, using an HFD + L-NAME-induced HFpEF rat model, significant sex-specific differences were observed: FS was markedly reduced in male rats compared to female rats following HFD + L-NAME (p = 0.0004), with male rats also showing significant FS improvement post-treatment with EMPA + PFD (p = 0.0043 vs. untreated), an effect absent in female subjects. Similarly, LV mass increased more prominently in male rats. These findings align with those of prior studies in spontaneously hypertensive heart failure rats, where FS decreased significantly only in male subjects, despite comparable LV dimensions at failure (Tamura et al., 1999). This sex disparity may stem from estrogen’s protective effects, which mitigate LV hypertrophy and delay heart failure progression in animal models with greater innate hypertrophic reserve (Beaumont et al., 2017; Beale et al., 2018).

We acknowledge that a limitation of the present study is the small sample size regarding sex dimorphism. Although n = 8 per sex provided robust statistical power to detect main treatment effects and synergistic interactions in the pooled cohort, detecting a statistically significant three-way interaction (EMPA × PFD × sex) requires exponentially larger cohorts. Hence, the present study is not sufficiently powered to conclude whether the magnitude of this compartmentalized synergy differs significantly between male and female subjects. Future investigations, powered specifically for sex-based interaction effects, are warranted to explore potential sexually dimorphic responses to this combinatorial therapy.

### Comparison with existing therapies: EMPA + PFD vs. angiotensin receptor–neprilysin inhibitors

Angiotensin receptor–neprilysin inhibitors (ARNis) such as sacubitril/valsartan have emerged as a promising therapy for HFpEF, with recent trials (PARAGON-HF) demonstrating modest reductions in HF hospitalizations but no clear mortality benefit (Solomon et al., 2019). Notably, ARNi exerts antifibrotic effects primarily through natriuretic peptide-mediated cyclic GMP signaling, which inhibits fibroblast activation and reduces ECM deposition (Bozkurt et al., 2023). However, the fibrosis-modulating effects of ARNis appear to be indirect and less pronounced than those observed with direct antifibrotic agents such as PFD. In contrast, PFD directly inhibits TGF-β1 signaling, a central driver of fibrosis in HFpEF, while EMPA enhances cellular metabolism, sodium handling, and vascular function. This dual-action mechanism may provide a more robust strategy for targeting the structural and metabolic abnormalities that characterize HFpEF. Although head-to-head comparisons between EMPA + PFD and ARNi have not been performed, future trials could evaluate whether PFD enhances the antifibrotic effects of ARNi or whether an EMPA + PFD + ARNi combination may provide additional benefits.

### Study limitations and future directions

Considering that SGLT2 inhibitors are now recommended for HFpEF and that PFD is FDA-approved for idiopathic pulmonary fibrosis (Richeldi et al., 2011), our findings suggest the potential for a therapeutic combination. The robust antifibrotic and antihypertrophic synergy observed in our study provides a strong mechanistic rationale for this dual therapy, particularly for patients with a high fibrotic burden.

However, several limitations must be acknowledged. Primarily, HFpEF is a highly heterogeneous syndrome. Although our two-hit model effectively mimics a metabolic-hypertensive phenotype, it cannot fully capture the complexity of human disease, which is often compounded by advanced age and multiple comorbidities, nor does it represent distinct etiologies such as salt-sensitive hypertension. Validating the generalizability of this synergistic effect across diverse preclinical models is essential.

Furthermore, direct clinical translation is limited by the use of supratherapeutic EMPA doses, absence of plasma exposure measurements, and insufficient toxicity assessment regarding metabolic stress, safety, and tolerability of the combination. These factors hinder meaningful evaluation of the benefit–risk profile. Although our findings support compartmentalized synergy, definitive mechanistic validation will require more comprehensive functional studies and integration of key clinical biomarkers (e.g., NT-proBNP, E/e′ ratio, global longitudinal strain, and extracellular volume quantification by cardiac magnetic resonance imaging) (Heidenreich et al., 2022b). This study was also limited by a modest sample size and the lack of a direct comparison with other HFpEF therapies. Future large-scale, comparative studies with extended follow-up are essential to clarify the relative efficacy of EMPA plus PFD and to assess potential mortality benefits.

## Conclusion

In a two-hit HFpEF model, EMPA and PFD co-treatment synergistically ameliorates cardiac dysfunction and pathological remodeling. We identified a compartmentalized synergy localized to the myocardial architecture, driven by simultaneous targeting of the PKC/NF-κB profibrotic cascade and metabolic stress. This dual therapy eradicates cellular hypertrophy and deep fibrosis, restoring diastolic compliance and systolic efficiency and demonstrating that the benefits of SGLT2 inhibition extend beyond systemic diuresis. This study provides proof of concept for a dual metabolic–anti-fibrotic strategy, warranting exploration in future studies for HFpEF treatment.

## Data Availability

The datasets presented in this study can be found in online repositories. The names of the repository/repositories and accession number(s) can be found below: https://www.ncbi.nlm.nih.gov/geo/, GSE277623.

# Supplementary material for: Empagliflozin–pirfenidone dual therapy improves cardiac function and structure in a preclinical two-hit HFpEF model
**Source:** Front Pharmacol. 2026 Jun 3;17:1781866. doi: 10.3389/fphar.2026.1781866
**Supplement:** Supplementary file 1

**Supplementary Information**

**
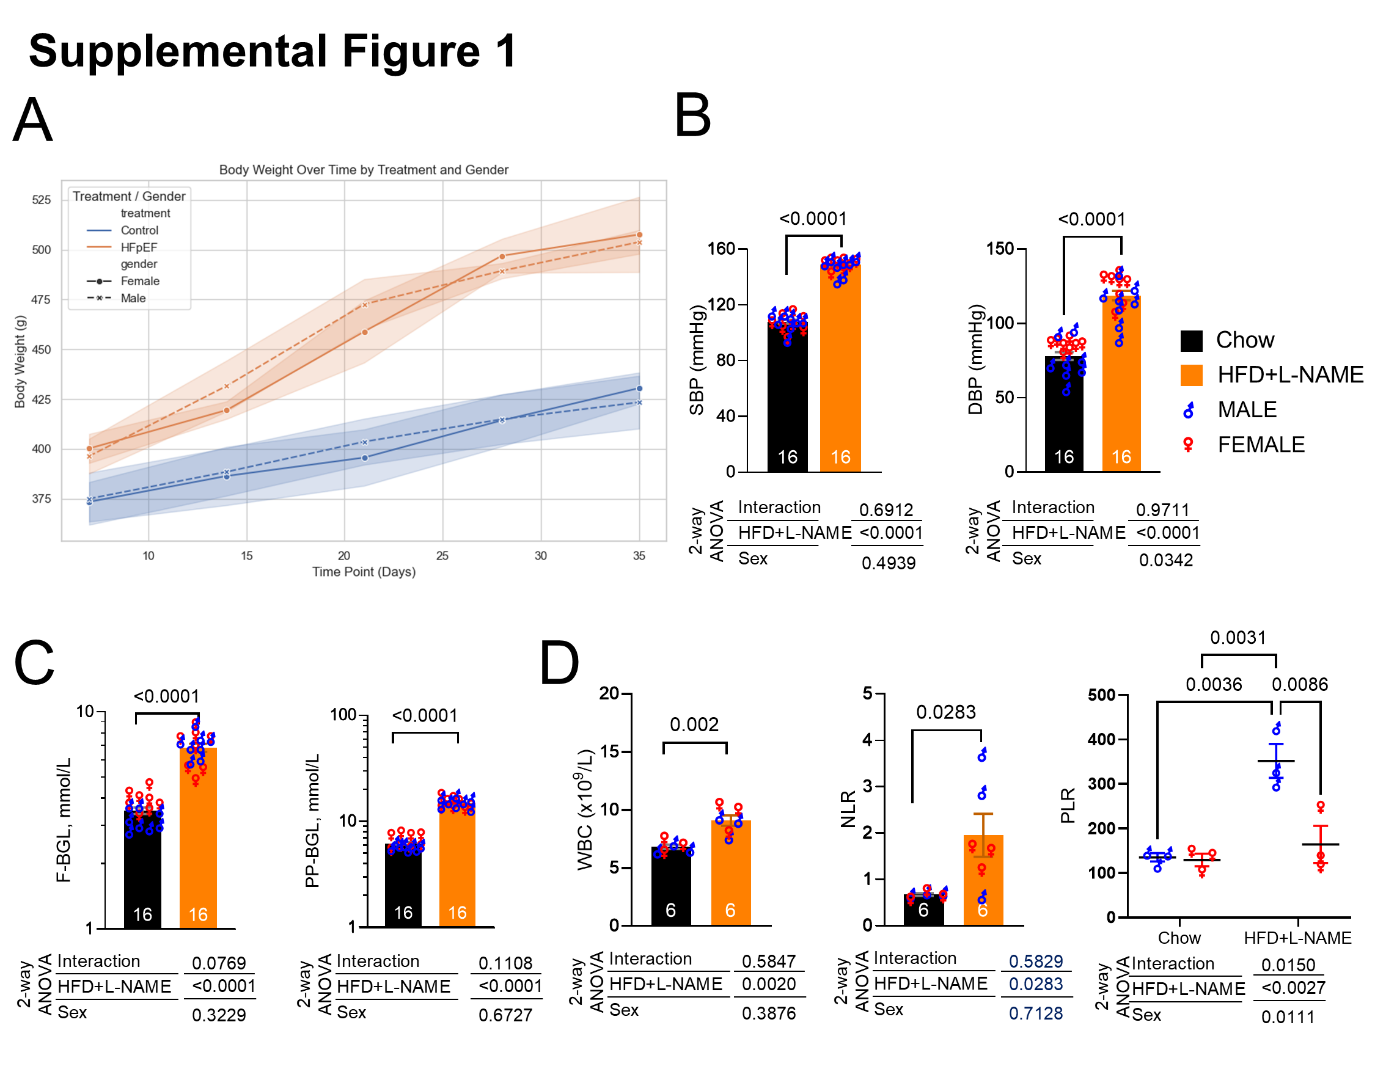
**

**Supplemental Figure 1:** Body weight, blood pressure and hematological parameters in rats-fed with chow and HFD+L-NAME after 5 weeks. (A) Mean body weight (±SEM, shadow) over time (days 7–35) in Control (blue) and HFD+L-NAME (orange) groups by gender (female: solid line with circle; male: dashed line with x; n=8 per subgroup, total n=32 subjects, 160 observations). HFD+L-NAME induces faster weight accumulation versus Control from day 7–35). No gender effects (p≥0.924). Independent two-sample t-test results (parametric, unpaired, two-sided) comparing body weight between Control and HFpEF groups at each time point, with difference between group (HFD+L-NAME vs. control) was presented as unadjusted p-value and deemed significant when p<0.05. (B) Systolic blood pressure (SBP) and diastolic blood pressure (DBP) measurements confirm hypertension in HFpEF rats (p<0.0001 vs. Chow). (C) Fasting (F-BGL) and postprandial blood glucose (PP-BGL), (D) White blood cell (WBC) count, neutrophil-to-lymphocyte (NLR), and (F) platelet-to-lymphocyte ratios (PLR, interaction between sex and HFD+L-NAME, p=0.015). Data are presented as mean ± SEM pooled from both sexes when no interaction between sex and L-NAME was evident, as analyzed using two-way ANOVA with Tukey’s post hoc test, with significance determined at p < 0.05.

**Supplemental Figure 2:**

**
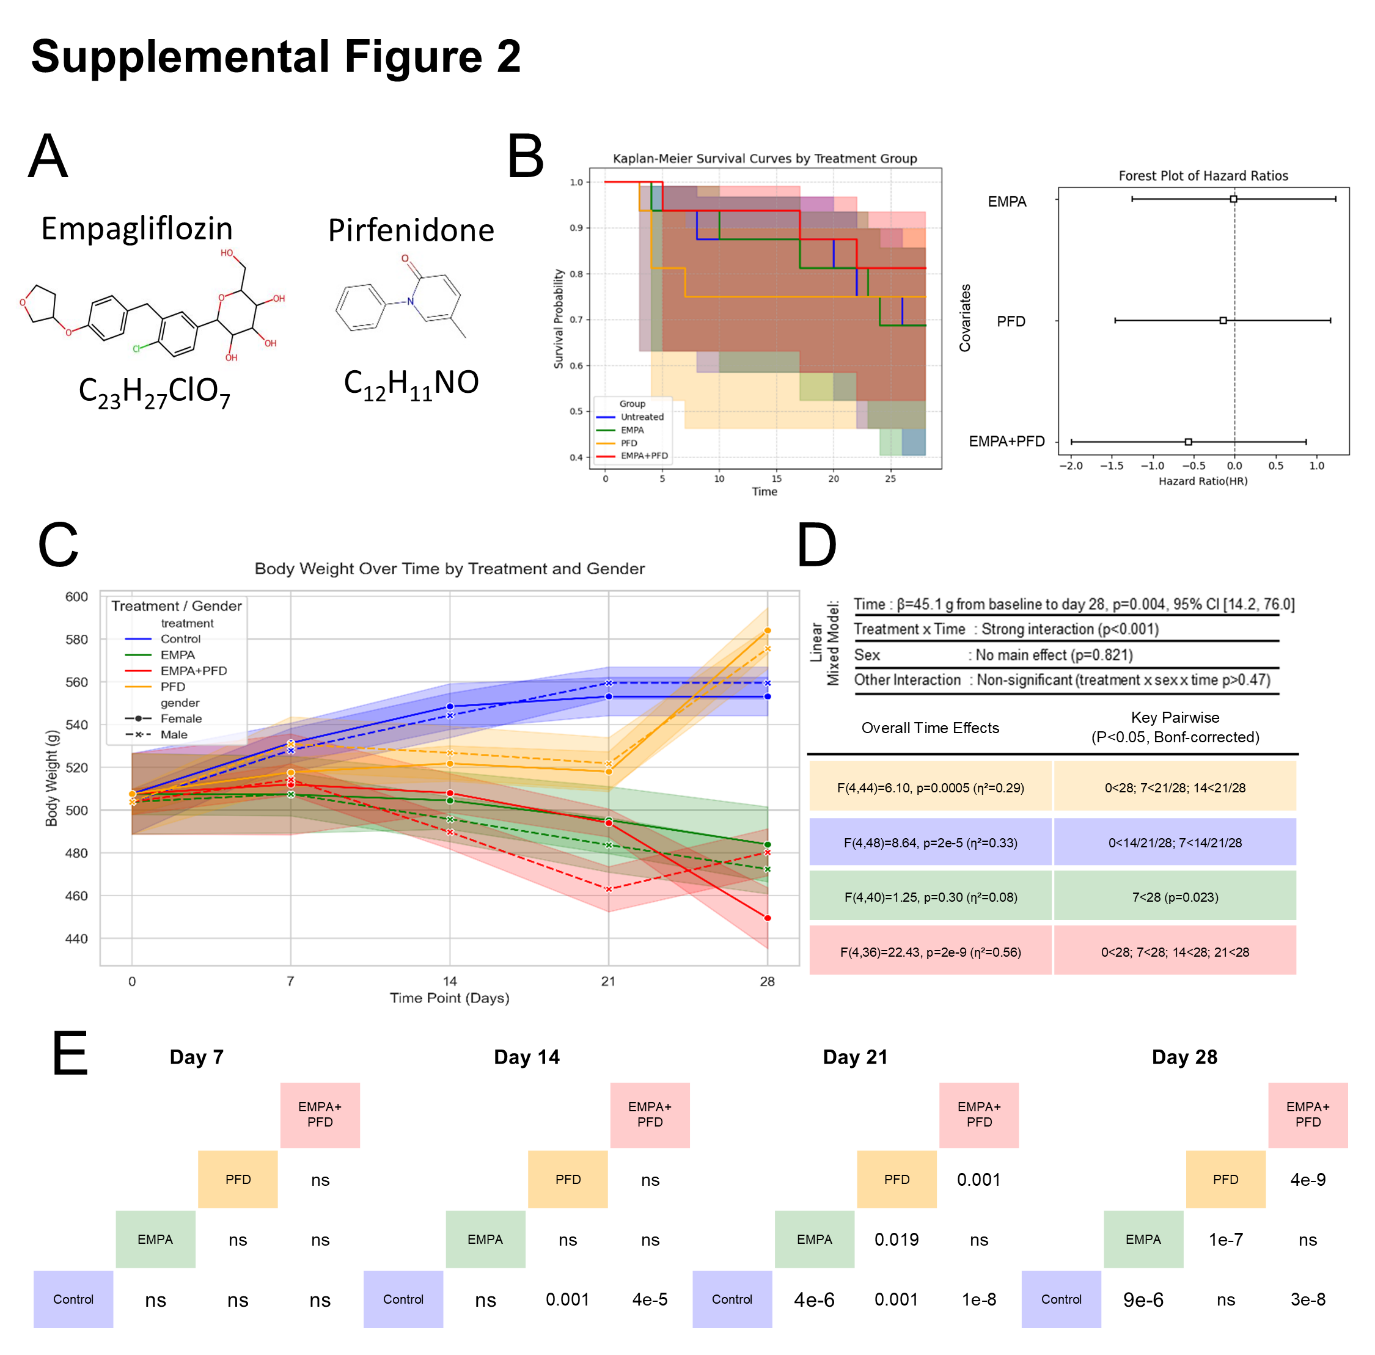
**

1. Chemical structures of Empagliflozin (EMPA) and Pirfenidone (PFD) used in this study. (B) Kaplan-Meier survival analysis shows a trend toward improved survival in EMPA+PFD-treated rats, though statistical significance was not reached (p=0.38, Log-rank test). This analysis was exploratory; the study was underpowered for mortality endpoints, with only 17 events and 73% censoring. Forest plot of hazard ratios (HRs) from a Cox proportional hazards model, adjusted for sex and baseline weight. Circles represent HR estimates for each treatment relative to Untreated; horizontal lines indicate 95% confidence intervals. Although the HR for EMPA+PFD (≈0.53) suggests a possible reduction in mortality risk, the difference was not statistically significant (p=0.38). (C) Mean body weight (± SEM) over time (days 0, 7, 14, 21, 28) for male (solid lines) and female (dashed lines) subjects in each treatment group: Control (black), EMPA (blue), EMPA+PFD (green), and PFD (red). Data from a randomized longitudinal study in rodents (n=64 total subjects; 8 males and 8 females per treatment at baseline, with minor attrition at later time points: 5–8 subjects/group/time). (D) Significant treatment × time interaction from a linear mixed-effects model (p<0.001); (E) Within-treatment time effects (repeated-measures ANOVA, Greenhouse-Geisser corrected where sphericity was violated) suggest significant gains in the Control and PFD groups, while EMPA and EMPA+PFD showed significant net loss over time (adjusted P<0.05). Post hoc pairwise comparisons (Bonferroni-corrected t-tests) indicated significant differences from Control at days 14–28 for EMPA and EMPA+PFD (adjusted p<0.05; bottom). 2e-5 indicates an adjusted p-value of 0.00002.

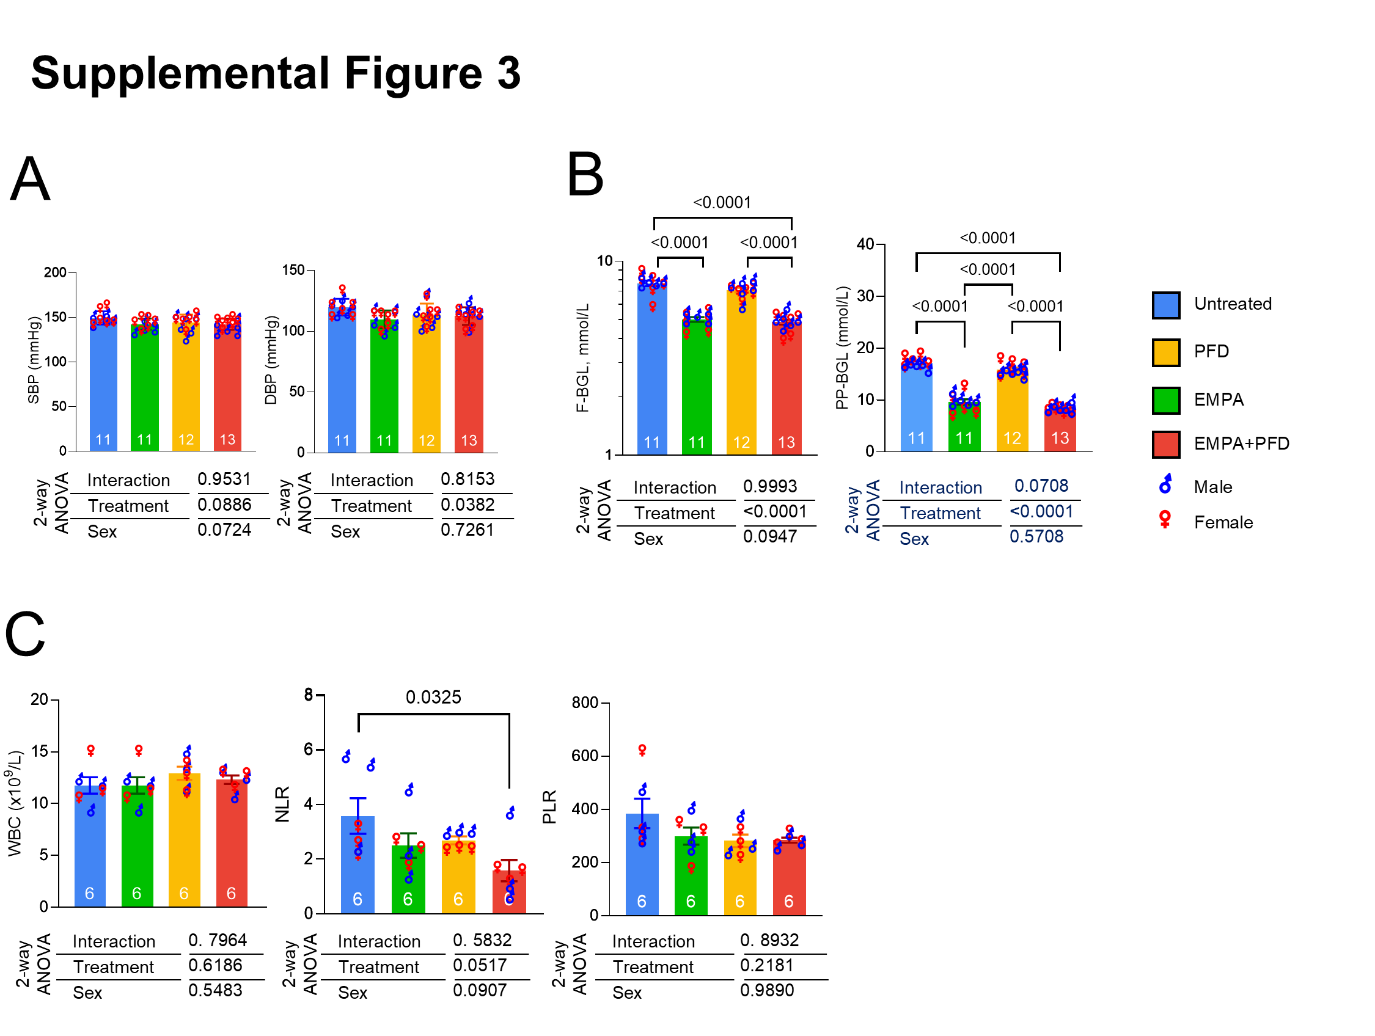

**Supplemental Figure 3:**

Blood pressure and hematological parameters in untreated, EMPA-treated, PFD-treated and EMPA+PFD-treated HFpEF rats after 4 weeks. (A) No difference in SBP and DBP between all groups. (B) EMPA and EMPA+PFD group demonstrated significant reduction in fasting and postprandial blood glucose level (p<0.0001), (C) Hematological WBC and PLR show no difference between treatment, only NLR was marginally lower in EMPA+PFD as compared to untreated control (adjusted p<0.0325) Data are expressed as mean ± SEM, with two-way ANOVA and Tukey’s post hoc test used for analysis.

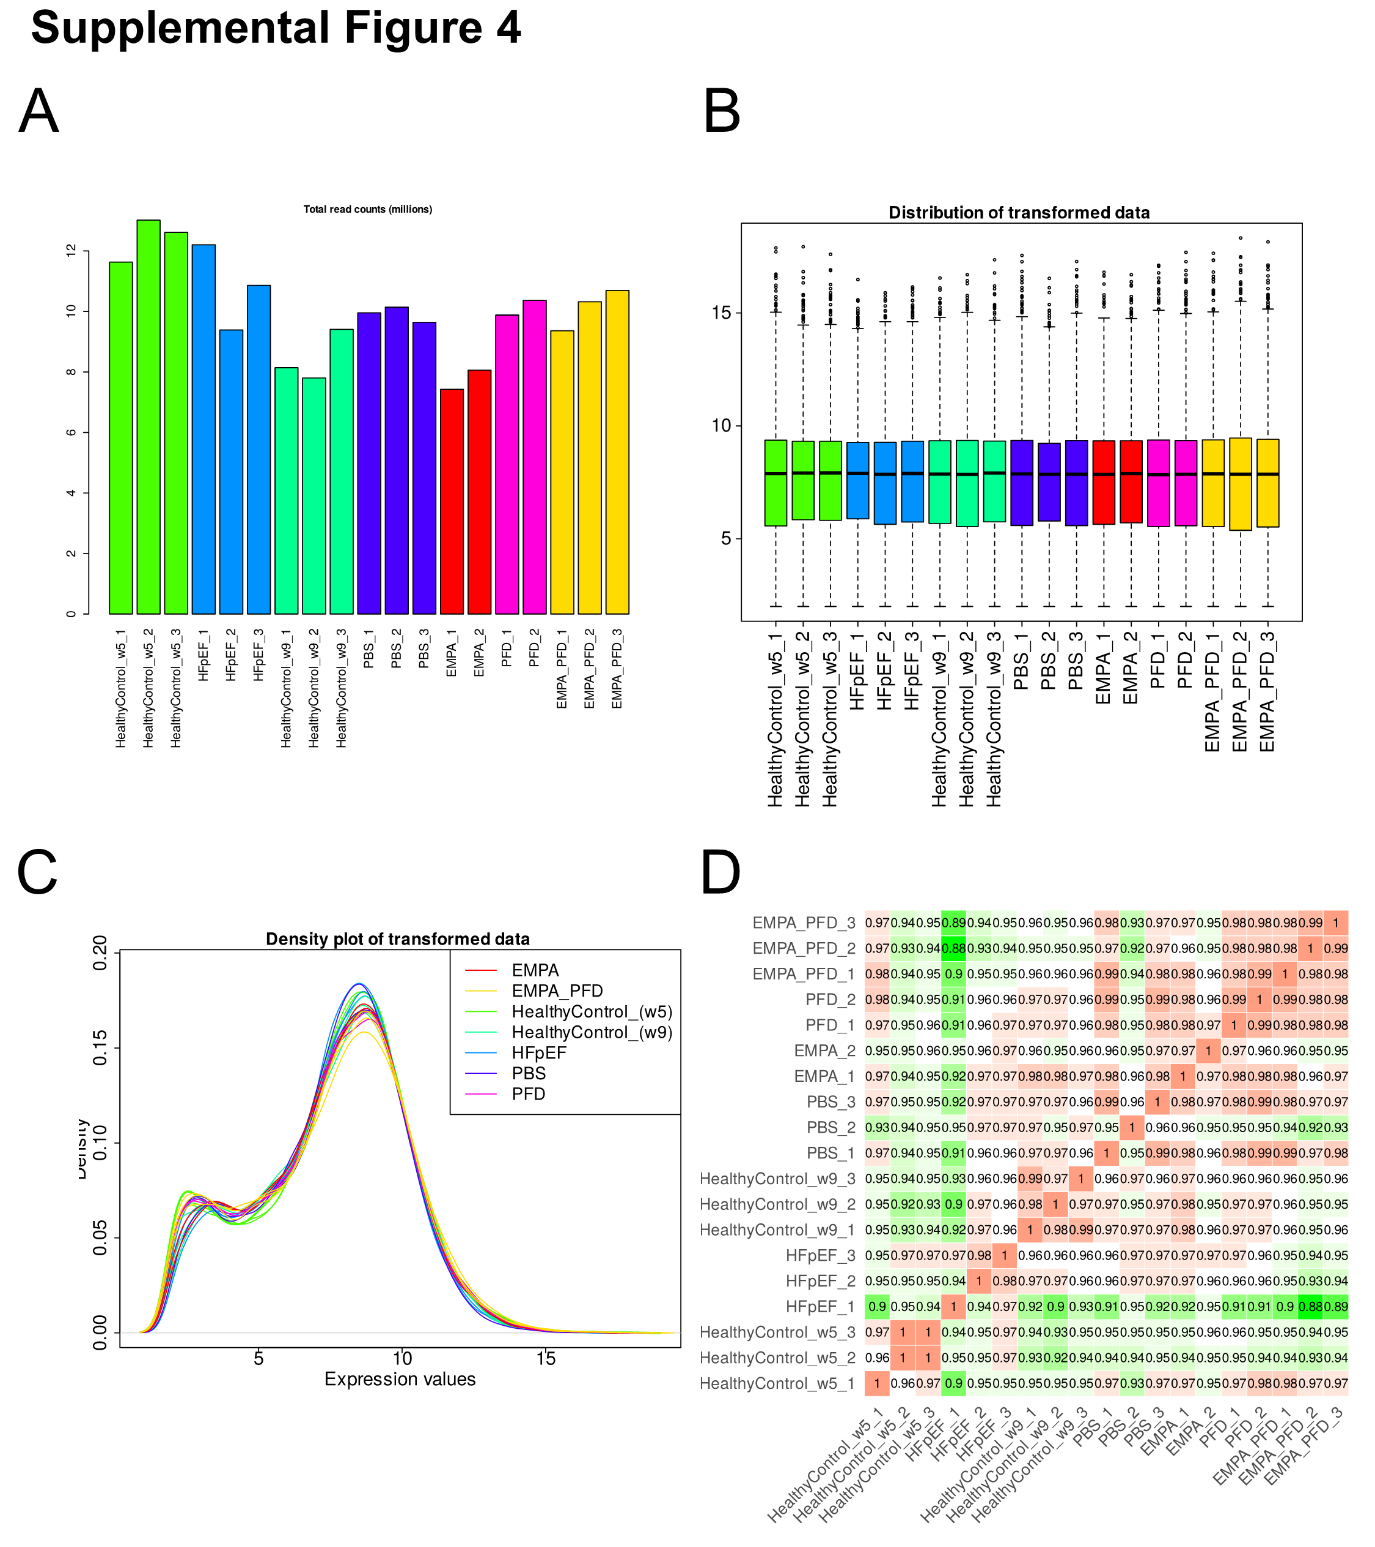

**Supplemental Figure 4:**

RNA sequencing quality control. (A) Total read counts in each library. (B) The distribution and (C) density plots of transformed data. (D) Correlation matrix between two samples.

**
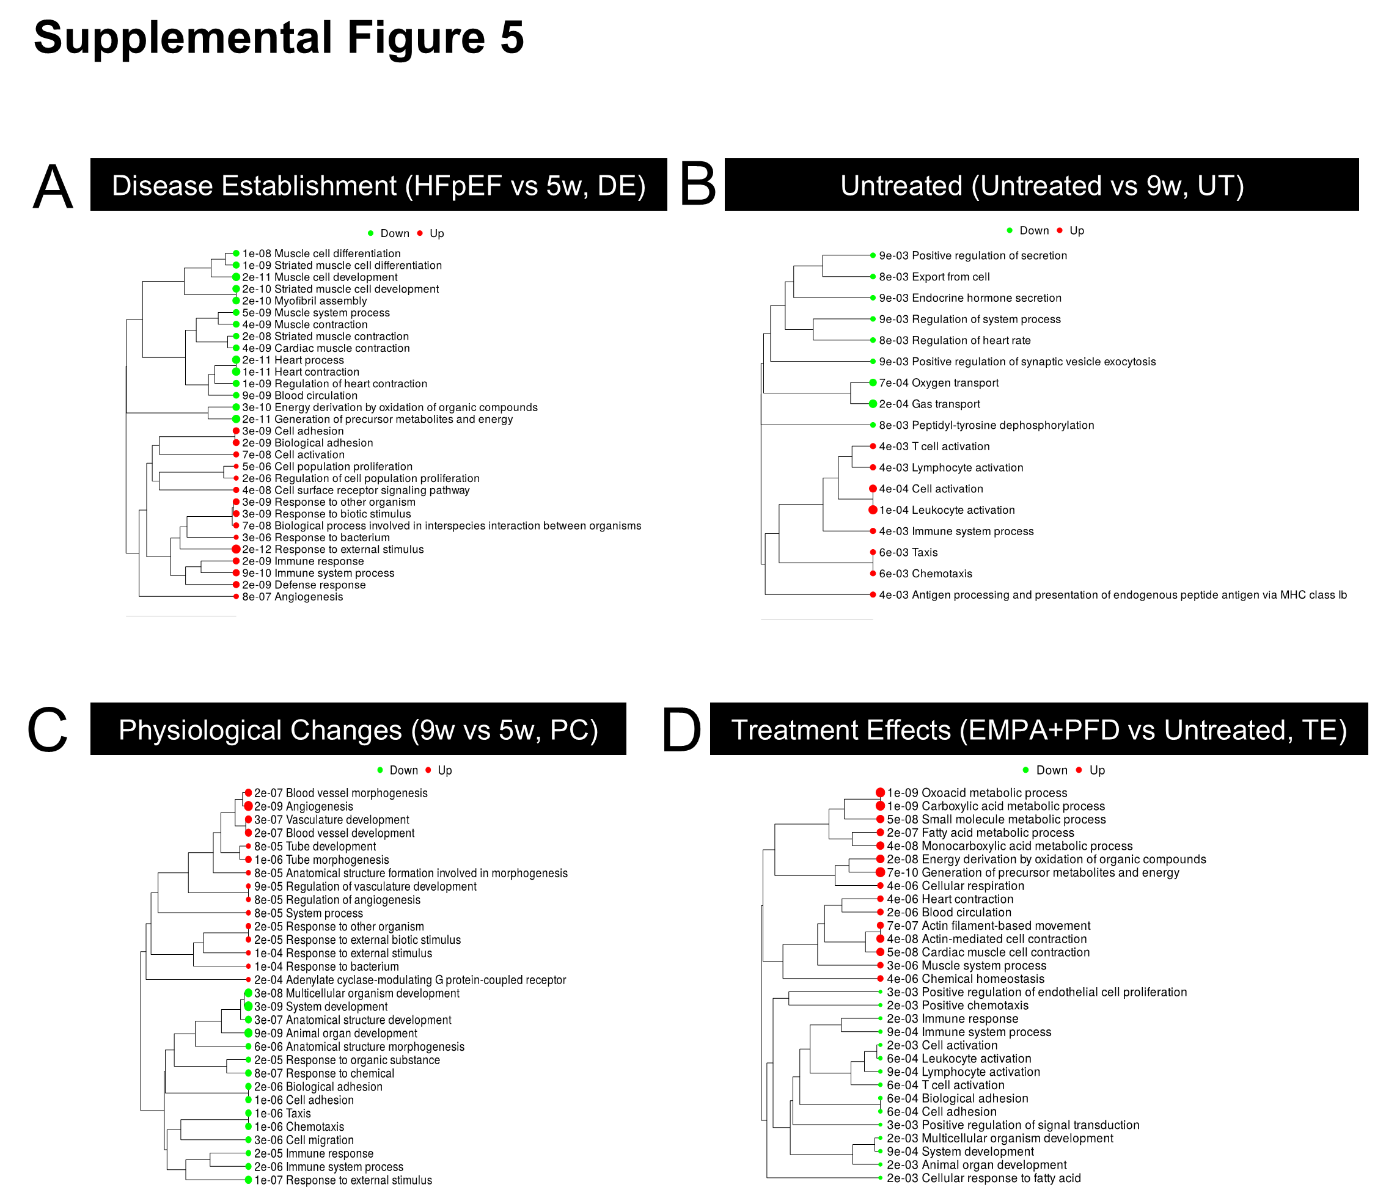
Supplemental Figure 5:**

Transcriptomic analysis in HFpEF rats following PFD, EMPA or PE treatment. (A) Differential expression analysis comparisons (adjusted p value<0.05 and absolute fold change >2). Bar chart presenting the number of upregulated and downregulated DEGs for EMPA+PFD, PFD, EMPA, and Control (9w) vs untreated (left) or vs HFpEF (middle). 

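Against control 5w, the number of DEGs was 674 in untreated (374 higher and 300 lower), 740 in EMPA (418 and 322), 182 in PFD (137 and 45) and 1146 in EMPA + PFD (375 and 771). Without control 5w replicate 1, which lay apart from replicates 2 and 3, the numbers were 997 in untreated, 832 in PFD and 1882 in EMPA + PFD. Without replicate 2 they were 218, 44 and 389, and without replicate 3 they were 228, 61 and 484. The excess of higher DEGs in PFD reversed without replicate 1 (324 higher and 508 lower). It also reversed in DESeq2 on the same genes (266 and 315) and in voom (718 and 954). It remained without replicate 2 (41 and 3) or replicate 3 (55 and 6). The libraries of the 2 groups did not overlap in 1645 of the DEGs of control 9w, 1002 of HFpEF, 594 of untreated and 994 of EMPA + PFD.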

DEGs comparing EMPA+PFD, PFD, EMPA, untreated, HFpEF, and Control (9w) vs Control (5w) (right). (B) Principal component analysis and (C) Venn diagram analysis of the common DEGs between disease establishment (DE), physiological changes (PC), untreated consequence (UT), and treatment effects (TE). (D) Functional clustering of gene ontology terms for biological processes for both up- and downregulated DEGs for DE, PC, UT, and TE.

How the deposited data were processed for this re-analysis (not part of the article)

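Left ventricles of rats from 7 groups were sequenced as 19 libraries, 1 per heart, at weeks 5 and 9 of the study. The groups were control 5w, HFpEF, control 9w, untreated and EMPA + PFD with 3 libraries each, and EMPA and PFD with 2 each. The authors state that 1 EMPA and 1 PFD sample were excluded for corrupted files. The labels of the deposited samples gave the group and the replicate number of every library, and all libraries were analyzed under these labels.

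The values are whole counts per gene symbol, which the authors made by trimming reads with Trim Galore, aligning them to rn6 with HISAT2 and counting them on genes with htseq-count, and deposited without normalization. The overlap mode, strand setting and annotation version are not given in the paper's text. The deposited counts hold no entries for unassigned reads. A table of the whole series holds the same values and was not used separately.

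Counts were normalized by TMM and tested in edgeR 4.0.16 under R 4.3.3 with the quasi-likelihood F test, in one model of the 7 groups and all 19 libraries, over the genes kept by edgeR's filterByExpr. Each of the 17 comparisons, among them the interaction of EMPA and PFD, was adjusted by Benjamini-Hochberg. DEGs had an adjusted p-value under 0.05 and an absolute log2 fold change of at least 1. CPM are TMM-normalized, and errors of group means are SD. A fold change against a group with at most 3 counts in each library was computed against 3 counts and is given as a lower bound. Depth per library is given with the first passage, as is the power of the test on simulated data; the count of a gene near the floor of 3 carries little information at these depths.

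Named in the text are the genes that the RNA-seq results and the discussion of the paper name, the 3 DEGs of TE with the largest rise and the 3 with the largest fall among those whose libraries do not overlap and whose mean is at least 1 CPM, the 2 and 2 of DE chosen in the same way, and each DEG of a comparison with 5 or fewer. Which gene overlaps which was looked up in the RefSeq gene table of the GRCr8 assembly, while the counts were made on rn6. Some items withheld for evaluation are not reported here. GC content and gene length could not be examined, because no annotation of rn6 was at hand.

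The PCA was centered and not scaled and used log2(DESeq2-normalized counts + 4) of 15 libraries. Clusters were made by k-means with 4 centers, 50 starts and seed 1. The gene sets were tested by camera in limma 3.58.1 with an inter-gene correlation of 0.01, for sets with at least 5 tested genes, and the overlap of sets with clusters and of DEGs between comparisons by the hypergeometric test. Comparisons that share libraries have correlated fold changes, so their correlations were set beside those of 20 simulations of unchanged groups. Correlations across libraries were tested with 100000 permutations.

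The test was checked on simulated counts with 200 changed genes. The alternatives were normalization by the upper quartile and by relative log expression, no filter beyond 1 count, a filter of 10 counts in every library, voom with sample quality weights, DESeq2 1.42.0 on the same genes and on genes with at least 0.5 CPM in at least 1 library, a fit on only the libraries of the groups compared, the adjusted p-value alone, a replicate block and the omission of each replicate. The PCA was repeated with a pseudocount of 1, with edgeR's log2 CPM at a prior count of 2, with the 2000 most variable genes, with the genes of the 0.5 CPM filter and with all 19 libraries. Gene sets were also tested by fry and by camera with an estimated correlation, and clusters were made with 3 and 5 centers, on the 3500 most variable genes and on centered values. Omitting an EMPA or PFD library leaves 1 library in the group, so that was not done. Echocardiography, histology, protein measurements and the calculation of synergy have no deposited data and were left out.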

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

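The tests on library size for the Eif2s3y and RT1 counts, on the X-linked copies and on the interaction of EMPA and PFD were chosen only after the result was seen.

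Libraries described as male lacked counts of Eif2s3y, which the paper does not discuss: 7 libraries had 0 counts of Eif2s3y and of Ddx3, and the lowest count of LOC100911498 among these was 13032. Library size is argued against, since the lowest Eif2s3y count of the other libraries, scaled to the smallest total, is still 583. Female hearts are a candidate explanation: both X-linked copies examined, Eif2s3 and Ddx3x (2 of 2), were higher in every one of the 7 libraries (232.7 to 287.8 and 598.3 to 774.7 CPM) than in every one of the 12 (130.3 to 218.6 and 414.0 to 594.5 CPM). Of Kdm5d, Uty, Ddx3y, Usp9y, Zfy1, Zfy2 and Xist, 5 were not among the counted genes and could not be examined. Usp9y had 0 counts in every library, and Ddx3y had 1 to 23, too few to separate the libraries. The methods state that each group of rats had an equal sex distribution, while the sequenced hearts are described as male, and whether the labels or the libraries are wrong cannot be told from the counts. Sex was confounded with group in most comparisons if the explanation holds, so a change between EMPA + PFD and untreated cannot be separated gene by gene from it.

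RT1-CE16, in the major histocompatibility complex, was absent (at most 3 counts) from every control 5w, HFpEF and EMPA library, and its lowest count in control 9w, untreated, PFD and EMPA + PFD was 308. A difference in library size is argued against, as the lowest of these counts scaled to the smallest total is 221. Animals of another stock or haplotype may explain it: besides RT1-CE16, RT1-Bb and RT1-A3, which prompted the test and are left out of it, 7.41% of the RT1 genes (2 of 27, 1 in each direction) separated the same groups, against 0.143% (16 of 11175) of the genes outside the family (Fisher's exact test, p = 0.000836). Reads shared between RT1 genes could not be examined, and the week of the study does not divide the groups in this way, since EMPA was taken at week 9.

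One gene differed in the interaction of EMPA and PFD, a test of whether the combination differs from the sum of the drugs: the number of DEGs was 1, RT1-CE16. As EMPA lacks this gene's counts altogether, the stock or haplotype that 7.41% of the RT1 genes tested follow may give this result without any effect of the drugs. For other genes the count depends on the test, with 38 in DESeq2 and 63 in voom.

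The effect of the disease model differed between week 5 and week 9: 1489 genes (787 higher and 702 lower at week 9) were DEGs in the test of the difference between untreated against control 9w and HFpEF against control 5w. A disease signature shared across all genes is argued against by the correlation of −0.13 between the comparisons. For inflammation it stays open: inflammatory cytokines and chemokines (median 0.69), NF-kB targets (0.39), immediate early genes (1.26) and T and B lymphocytes (1.33) were higher in HFpEF than in control 5w, and lower in control 9w than in untreated (−0.58, −0.61, −0.51 and −0.69), each past the adjusted threshold of camera. For the cell cycle it stays open too. These genes were lower in HFpEF than in control 5w (median −1.03) and higher in control 9w than in untreated (0.79), both past that threshold. Fatty acid oxidation, the tricarboxylic acid cycle, interferon response and endothelial genes went opposite ways in the disease groups. Also open are the longer exposure, which the design names and which was not tested, and the unequal Eif2s3y and RT1 counts of these groups.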

How the results depend on the processing

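None of the alternatives was chosen after a result was seen. Of the 194 values of the 21 results under alternatives other than leaving out a replicate, 111 stayed and 83 moved. A number of genes or sets stayed if it was equal to the value or within 1.5 times it. The share of PC1 or of genes in clusters of opposite signs stayed if it moved by less than the SD of the fits that each left out one library.

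With DESeq2 on the same genes, the DEGs numbered 715 in EMPA + PFD against untreated, 51 in EMPA against untreated, 4 in PFD against untreated, 298 in control 9w against untreated, 1501, 437 and 441 in PFD, EMPA and untreated against HFpEF, 581 in PFD against control 5w, 733 in EMPA + PFD against EMPA, 47 in EMPA + PFD against PFD and 38 in the interaction. With DESeq2 on genes at 0.5 CPM in 1 library they numbered 717, 52, 4, 295, 1492, 439, 439, 579, 730, 46 and 38 in the same order. In the simulated data DESeq2 made more false calls than edgeR. That single data set was drawn with edgeR's own fitted spread, so it cannot rank the tools on the real libraries.

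With voom and sample weights the DEGs numbered 834 in EMPA + PFD, 24 in EMPA and 5 in PFD against untreated, 1037 in control 9w against untreated, 1261, 310 and 1076 in PFD, EMPA and untreated against HFpEF, 2019, 2385, 1672 and 1605 in untreated, EMPA + PFD, PFD and EMPA against control 5w, 834 in EMPA + PFD against EMPA, 109 against PFD and 63 in the interaction.

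On only the compared groups, the DEGs numbered 5 in EMPA + PFD and 4 in EMPA against untreated, 0 in PFD against untreated (376 at an unadjusted p-value under 0.05), 1, 0 and 1 in PFD, EMPA and untreated against HFpEF (2108 in EMPA unadjusted), 460 in HFpEF, 331 in untreated, 594 in EMPA + PFD, 45 in PFD and 343 in EMPA against control 5w, and 3 in EMPA + PFD against PFD; TE and DE then shared 0 DEGs.

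By the adjusted p alone, 1501 genes differed in EMPA + PFD against untreated, 220 in control 9w against untreated, 5796, 1280 and 85 in EMPA + PFD, PFD and EMPA against HFpEF, 2478, 4276, 1528, 2148 and 1668 in HFpEF, control 9w, untreated, EMPA + PFD and EMPA against control 5w, and 1203 in EMPA + PFD against EMPA; TE and DE shared 734.

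Under the replicate block, which pairs samples of the same number, the DEGs numbered 1 in EMPA and 0 in PFD against untreated (690 unadjusted), 62 in control 9w against untreated, 338, 4 and 8 in PFD, EMPA and untreated against HFpEF, 92 and 480 in PFD and EMPA against control 5w, and 198 in EMPA + PFD against EMPA. The numbers do not pair the samples: deviations of samples with the same number correlated at −0.049 on average over 52 pairs, and those with different numbers at 0.022 over 102.

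Upper quartile normalization gave 32 DEGs in EMPA against HFpEF and 2 in the interaction, and 46.6% of the 515 DEGs in EMPA + PFD against untreated were higher, against 61.3% before; in the interaction the higher share was 50% against 100%. The median of all genes went from −0.03 to −0.12 in EMPA + PFD against untreated, from −0.09 to −0.20 and from −0.04 to −0.11 in EMPA + PFD and PFD against HFpEF, and from −0.05 to −0.10 in EMPA + PFD against EMPA. Relative log expression gave 2 in the interaction. No filter gave 2 in PFD against untreated, 23 in EMPA against HFpEF and 3 in the interaction. With 10 counts in every library, 1 DEG was left in EMPA against untreated and 0 in the interaction (973 unadjusted).

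PC1 held 36.8% of the variance with a pseudocount of 1, 42.1% on the 2000 most variable genes, 36.3% with all 19 libraries, and 34.3% to 42.2% in the fits that each left out one library. fry called 5 gene sets and camera with an estimated correlation 0 (3 at an unadjusted p-value under 0.05) in place of 18. Centered clusters put 29.3% of genes in clusters of opposite signs, and the fits that each left out one library put 16.1% to 30.6% there.

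Across the fits that each left out one library, the DEGs ranged from 59 (without EMPA + PFD replicate 2) to 910 (without untreated replicate 1) in EMPA + PFD against untreated, 0 to 1 in PFD against untreated, 7 (without control 9w replicate 2) to 413 (without untreated replicate 2) in control 9w against untreated, 4 to 911 in PFD against HFpEF (4 without HFpEF replicate 1), 0 (without HFpEF replicate 1) to 183 (without HFpEF replicate 2) in EMPA against HFpEF, 4 (without HFpEF replicate 1) to 933 (without untreated replicate 2) in untreated against HFpEF, 1206 to 2025 in control 9w, 218 to 997 in untreated, 389 to 1882 in EMPA + PFD, 44 to 832 in PFD and 343 to 1101 in EMPA against control 5w, 77 to 624 in EMPA + PFD against EMPA, 0 to 7 against PFD and 1 to 7 in the interaction. TE and DE shared 38 to 349.

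Of the 324 values of single named genes under the other alternatives, 67 changed (39 weaker, 28 stronger, 0 reversed), and of the 219 with one replicate left out, 83 changed (73 weaker, 10 stronger, 0 reversed). No fit left out an EMPA or PFD replicate, which would leave 1 library in the group.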

Differences from the paper's values

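The paper reports 717 DEGs in EMPA + PFD against untreated, and the value here is 473; upper quartile normalization (515), DESeq2 on the same genes (715), DESeq2 on genes at 0.5 CPM in 1 library (717) and voom (834) came within 1.5 times, as did the fits without EMPA + PFD replicate 1 (793) and without untreated replicate 1 (910); the other alternatives set before the data were examined did not. Below, the alternatives that came within 1.5 times are named in the same way; of the fits that left out a library, those not named were not all set beside the paper's values. Of the lower DEGs the paper reports 296 and the value here is 183; upper quartile normalization (275), both DESeq2 fits (297 and 296), voom (391) and the fits without untreated replicate 1 (342) and without EMPA + PFD replicate 1 (341) came within 1.5 times.

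For EMPA against untreated the paper reports 52 and the value is 5 (51 and 52 in the DESeq2 fits), and for PFD against untreated the paper's 4 stands against 1 (4 in both DESeq2 fits, 5 in voom). For control 9w against untreated the paper's 295 stands against 113 (298 and 295 in DESeq2, 220 by the adjusted p alone, 413 without untreated replicate 2). Against HFpEF the paper's values are 1492 for PFD and 439 for both EMPA and untreated, and the values here are 738, 50 and 24. DESeq2 gave 1501 and 1492 for PFD, 437 and 439 for EMPA and 441 and 439 for untreated; voom gave 1261 for PFD and 310 for EMPA, and the adjusted p alone gave 1280 for PFD. The 439 and 439 genes of DESeq2 share 141. TE and DE alone share 129 in the paper and 80 here (130 and 129 in DESeq2).

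Adjusted p-values in EMPA + PFD against untreated were larger in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment than those of the paper: the paper's 0.002 for Prkaca was 0.0243 (0.00192 and 0.00193 in DESeq2), its 0.008 for Hsp90ab1 was 0.0505 (0.00754 and 0.00760), its 0.009 for Ppp2ca was 0.0373 (0.00854 and 0.00860, and 0.00617 in voom), its 0.023 for Calm3 was 0.0566 (0.0227 and 0.0228), its 0.036 for S100b was 0.118 (0.0361 and 0.0363) and its 0.001 for Dgka was 0.0135 (0.000524 and 0.000537 in DESeq2 and 0.000622 in voom, which are the paper's value when rounded as the paper rounds). With one library left out, the lowest adjusted p of Calm3 was 0.0135. The values of Prkce, Camk2d and Vps26a, 0.00677, 0.0116 and 0.00677 in the same test, were 1.20e-06, 9.76e-05 and 1.69e-06 in DESeq2 on genes at 0.5 CPM in 1 library.

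The paper counts Rab5b, Vps35, Ap2b1, Rgs14, Hsp90ab1, Calm3 and S100b as changed, and these did not pass here. They passed in both DESeq2 fits, and besides: Hsp90ab1 under relative log expression, 10 counts in every library and voom; Calm3 under 10 counts and voom; Rab5b under voom; these 3 also without untreated replicate 1 or EMPA + PFD replicate 1; Vps35 and Ap2b1 under relative log expression, voom and without EMPA + PFD replicate 1; Rgs14 under upper quartile normalization and 10 counts. The paper describes S100b as the gene that rose most at disease onset; here it ranked 126 of 12388 genes.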

Other observations

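The tests of library size in EMPA + PFD against untreated, of 1 untreated library apart from the other 2 and of blood, and the comparison of EMPA + PFD with control 9w, were chosen only after the result was seen.

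Each comparison of 3 libraries with 3 has 10 splits, so no split can have a share under 0.1, and the splits alone decide nothing. The real split had the most DEGs (1 of the 10 as large) in EMPA + PFD against untreated, control 9w against untreated, EMPA + PFD against HFpEF, HFpEF against control 5w, control 9w against control 5w and EMPA + PFD against control 5w. Among the other splits the most DEGs were 0, 82, 0, 2, 0 and 1. For untreated against HFpEF and against control 5w, 2 of the 10 splits had as many DEGs, with 521 and 840 in the other split. In 20 simulations of unchanged groups, with independent hearts and the fitted spread, none of these 8 comparisons had more than 1 DEG, which argues against sampling chance for their numbers of DEGs (24 to 2813). The simulations hold no shared difference between hearts, such as 1 heart lying apart, which stays open.

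EMPA + PFD had more DEGs against untreated than EMPA or PFD. In the model of all libraries, the smaller number of libraries in the single arms is argued against: with 2 EMPA + PFD libraries the numbers were 793, 59 and 159, all above 5. The excess itself depends on that model, since the fits on only the compared groups gave 5 DEGs in EMPA + PFD and 4 in EMPA. A combined effect beyond the sum of the drugs gave 1 DEG in the interaction, against 38 in DESeq2 and 63 in voom, or 5.31% and 7.55% of their DEGs of EMPA + PFD, and stays open. Smaller versions of the same changes under PFD alone also stay open. Measured without the untreated libraries, as PFD minus the mean of EMPA and control 9w, their slope on the EMPA + PFD fold changes of the DEGs was −0.0462 (r = −0.0867), which decides nothing, because PFD lacks and EMPA and control 9w have counts of Eif2s3y and Ddx3. Over the 470 DEGs without these and LOC100911498, set aside after the result was seen, the slope was 0.214 (r = 0.521).

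The fold changes of EMPA + PFD against untreated depend on the hearts compared. Library size is argued against (458 DEGs with every library thinned to the smallest total), as is a difference of sex alone: taken in the direction of EMPA + PFD, 470 of the DEGs had a median log2 fold change of 1.35 there, 0.273 in EMPA and 0.055 in control 9w against untreated, which differ from untreated in Eif2s3y too, and 0.583 in PFD, which does not. All of these share the untreated libraries. The explanations that follow stay open, and each may add to the fold changes. Leaving out the 20 most abundant genes also gave 473 DEGs and decides nothing about them. Without untreated replicate 2 the number of DEGs was 83. A difference between hearts of one group, control 5w replicate 1 minus the mean of replicates 2 and 3, followed these fold changes across genes at r = 0.385; it was the largest of 9 such differences, and those of HFpEF gave −0.276, 0.119 and 0.283 and those of control 9w −0.049, 0.124 and −0.106. Clock output genes (Dbp, Tef, Per3, Nr1d1, Ciart) had a median of 1.15 and Arntl, Clock and Npas2 of −1.26, as for another time of day at harvest; in control 9w against untreated they were 2.05 and −1.64. A lower share of non-cardiomyocyte cells would lower the markers of every other cell type alike, and the medians of the 4 marker sets compared (endothelial, leukocyte, fibroblast, smooth muscle) lay within 0.127 of each other. Without untreated replicate 2 these medians ran from −0.06 (fibroblast) to −0.58 (smooth muscle), and the other cell-type sets did not move alike with all libraries, from 0.16 (erythroid) to −1.22 (atrial). EMPA + PFD against control 9w, which match in Eif2s3y and RT1-CE16, had 1495 DEGs (886 higher and 609 lower), of which 295 were shared with EMPA + PFD against untreated, 293 with the same sign. Both comparisons use the same EMPA + PFD libraries, which alone favors the same sign, so the sharing decides nothing.

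The overlap of DEGs between EMPA + PFD against untreated and HFpEF against control 5w might follow variation between hearts: over the 210 shared genes, the difference between 1 control 9w library and the mean of the other 2 correlated with the fold changes of EMPA + PFD at −0.313 for replicate 2 (0.129 and 0.270 for replicates 1 and 3). As the genes were chosen for the overlap, this decides nothing.

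S100b may follow nerve tissue in the dissected piece: the other nerve markers had a median of 2.07 in HFpEF against control 5w, −0.76 in EMPA + PFD against untreated. Fat tissue gave −0.41 in EMPA + PFD against untreated and 0.87 in HFpEF against control 5w. Nerve and fat cannot be told apart from a change within the heart, as 1 HFpEF library decides the level.

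Control 5w replicate 1 lay apart from replicates 2 and 3. As for an older heart, its cell cycle genes had a mean of 2.31 log2 CPM, against 3.83 and 3.72 in control 5w replicates 2 and 3 and 2.25 to 2.68 in control 9w. The HFpEF libraries, also of week 5, had 1.79 to 2.80, so this level is not particular to week 9 and an older heart cannot be told apart from another difference at week 5. Its nearest library was EMPA + PFD replicate 1 (r = 0.973, against 0.949 and 0.958 in its own group), and untreated replicate 2 was nearest HFpEF replicate 2 (r = 0.965).

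Genes of atrial tissue varied between libraries: Myl7, Myl4, Sln and Nppa had log2 fold changes of −6.45, −7.00, −8.32 and −4.15 in EMPA + PFD against untreated, and of −1.52, −0.14, 0.16 and −0.25 without untreated replicate 2, on which they rest. Atrial tissue in the piece cannot be told apart from regulation, as the lowest Spearman's rho between 2 of these genes over the 19 libraries was 0.393 and the highest 0.914.

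In EMPA against untreated, hemoglobin genes rose with Slc4a1, a candidate explanation of which is an unequal amount of blood left in the pieces: Hba-a1, Hbb, Hbb-b1 and Hbb-bs had log2 fold changes of 3.01, 2.46, 2.29 and 3.23, none past the adjusted p-value, and −0.08 to 0.56 in EMPA + PFD and 1.47 to 2.09 in PFD. The difference lies with untreated as much as with EMPA: the erythroid set had a mean of 2.83 to 3.16 log2 CPM in untreated and 2.70 to 4.09 in EMPA + PFD, against 4.08 to 6.01 in the libraries of the other groups, and its median was 2.56 in control 9w against untreated and 2.59 in EMPA against untreated. Why it was low there was not tested.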
